# A natural small molecule isoginkgetin alleviates hypercholesterolemia and atherosclerosis by targeting ACLY

**DOI:** 10.7150/thno.105782

**Published:** 2025-03-18

**Authors:** Zhidan Zhang, Meijie Chen, Yitong Xu, Zhihua Wang, Zhenghong Liu, Chenyang He, Fanshun Zhang, Xiaojun Feng, Xiayun Ni, Yuanli Chen, Jixia Wang, Xinmiao Liang, Zhifu Xie, Jingya Li, Maciej Banach, Jaroslav Pelisek, Yuqing Huo, Yunhui Hu, Paul C Evans, Li Wang, Xiao-yu Tian, Jianbo Xiao, Yuhua Shang, Yijun Zheng, Xunde Xian, Jianping Weng, Suowen Xu

**Keywords:** Atherosclerosis, Hyperlipidemia, ATP-Citrate lyase (ACLY), lipid metabolism, Isoginkgetin

## Abstract

**Rationale:** Atherosclerotic cardiovascular disease (ASCVD) represents the predominant cause of mortality and morbidity globally. Given the established role of hypercholesterolemia as a significant risk factor for ASCVD, the discovery of new lipid-lowering medications is of paramount importance. ATP citrate lyase (ACLY) is a crucial enzyme in cellular metabolism, providing acetyl-CoA as the building block for the biosynthesis of fatty acids and cholesterol. Consequently, it has emerged as a promising drug target for innovative treatments of lipid metabolic disorders.

**Methods:** Virtual screening of a natural product library was performed to identify small-molecule ACLY inhibitors, leading to the discovery of isoginkgetin (ISOGK). The lipid-lowering and anti-atherosclerotic effects of ISOGK were validated in hypercholesterolemic diet-induced animal models (mice and hamsters). The inhibitory effects of ISOGK on ACLY enzymatic activity were measured using commercial assay kits. The direct interaction between ISOGK and ACLY was confirmed by surface plasmon resonance (SPR) and cellular thermal shift assays (CETSA). Liver-specific ACLY knockdown mice were generated using GalNAc-conjugated siRNA (GalNAc-siAcly).

**Results:** ISOGK directly bind to ACLY and inhibit its enzymatic activity *in vitro* and *in vivo*. By inhibiting ACLY, ISOGK treatment thus alleviates hypercholesterolemia and atherosclerosis in mice and hamsters. However, ISOGK fails to attenuate lipid accumulation and the expression of lipid-metabolism related genes in Acly knockout or depleted hepatocytes. *In vivo*, the lipid-lowering and anti-atherosclerotic effects of ISOGK were reversed by hepatic knockdown of *Acly* via treatment with GalNAc-siAcly in mice.

**Conclusions:** Taken together, the present study identifies ISOGK as an effective and naturally-occurring small-molecule inhibitor of ACLY that limits hypercholesterolemia and atherosclerosis. ISOGK thus serves as a promising drug lead in cardiovascular therapeutics.

## Introduction

Atherosclerosis is a complex and multifaceted vascular disease characterized by the accumulation of lipids, inflammatory cells, and fibrous elements within the arterial walls 1-3. This pathological process can lead to the formation of atherosclerotic plaques, contributing to various cardiovascular diseases (CVDs), including stroke, peripheral vascular disease and coronary artery disease. The atherosclerotic cardiovascular disease (ASCVD) remains a major cause of morbidity and mortality worldwide 4.

An increasing body of research indicates that hypercholesterolemia has been identified as a significant risk factor for the development and progression of ASCVD 5-8. Statins, evident in their efficacy to reduce low-density lipoprotein cholesterol (LDL-C) levels and mitigate complications associated CVDs, have increased the accessibility of these drugs to patients 9, 10. Nevertheless, a significant number of high-risk patients fail to attain satisfactory reductions in LDL-C levels, experiencing intolerance to statins or are nonadherent to statin therapy mostly due to side effects related to the liver or skeletal muscles or new-onset diabetes 11, 12. Therefore, finding new medications to control blood lipids is crucial for treating atherosclerosis.

ACLY is a crucial enzyme in glucolipid metabolism that catalyzes the conversion of citric acid to acetyl-CoA, linking the tricarboxylic acid cycle (TCA) and lipid anabolism 13. The resulting cytosolic acetyl-CoA is a shared substrate for the synthesis of fatty acids and cholesterol 14, 15. Recent studies suggest that ACLY is an appealing target in cardiometabolic diseases ranging from hypercholesterolemia to metabolic liver diseases 16. Numerous inhibitors of ACLY have been discovered, of which bempedoic acid has attracted the most clinical attention. It is the first ACLY inhibitor to be approved by the FDA for patients resistant to statin therapy 17, 18. The recent cardiovascular outcomes phase 3 trial investigated the effect of bempedoic acid versus placebo on high and very high cardiovascular risk patients who are intolerant to statins and have high LDL-C levels (≥100 mg/dL) 19. Bempedoic acid led to a slight reduction in the primary composite endpoint for such individuals, highlighting its potential as an important treatment option for lipid disorders 19. Besides bempedoic acid, incorporating an enedioic acid structural component, 326E emerges as an another ACLY inhibitor. Its LDL-C lowering capability was observed to be on par with atorvastatin during a study on rhesus monkeys over two weeks, achieving reductions of 20.1% and 19.4% from the baseline, respectively 20. In a recent study, we have designed a liver-targeted siRNA against Acly (Aclysiran) by conjugating GalNAc and shown that Aclysiran attenuate hyperlipidemia and atherosclerosis comparable to Bempedoic acid 8. These studies indicate that ACLY inhibitors hold great potential for treating dyslipidemia.

Despite ongoing progress in rational drug design, natural products with validated ALCY inhibitory effects *in vivo* are lacking. *Ginkgo biloba* L. leaf extract (GBE), a crucial element in traditional Chinese medicine, has been employed clinically to address conditions such as chest arthralgia, heartache, stroke, and other ailments attributed to blood stasis 21, 22. Studies indicate that GBE can lower blood lipid levels in rats with metabolic dysfunction-associated steatotic liver disease (MASLD), though the specific bioactive components and target mechanisms involved remain unclear 23. Isoginkgetin (ISOGK), derived from *Ginkgo biloba*, belongs to the biflavonoid family and is a 3′,8″-dimerization product of its equivalent monoflavone residues 24. In this study, ISOGK was identified as a potential interactor with ACLY through virtual screening, and its capacity to inhibit ACLY enzyme activity was subsequently demonstrated *in vitro* and* in vivo*. Of translational impact, ISOGK exhibits robust lipid-lowering and anti-atherosclerotic effects in both mouse and hamster atheroprone models.

## Materials and Methods

### Animals

C57BL/6J (N000013, Gempharmatech, Nanjing, Jiangsu, China) and *Apoe*^-/-^ (T001458, Gempharmatech, Nanjing, Jiangsu, China) mice were employed. C57BL/6J mice had a standard chow diet for 4 weeks with concurrent treatment with ISOGK (HY-N2117, MedChemExpress, Piscataway, NJ, USA). Alipoprotein E knockout (*Apoe*^-/-^) mice were subjected to a 1.25% high cholesterol diet (#D12108C, RESEARCH DIETS, New Brunswick, NJ, USA). After 7 weeks of atherosclerosis induction, intraperitoneal injection of ISOGK (20 mg/kg/day) 25 was initiated and continued for additional 8 weeks. Upon reaching the designated experimental endpoint, blood was collected retro-orbitally, and serum was isolated for subsequent biochemical parameter analysis. Subsequently, the aorta and heart tissues were processed. The aorta was subjected to Oil Red O staining (#G1260, SolarBio, Beijing, China) for *en face* examination, and cryosections of the aortic sinus were prepared for analysis as we previously described 26. The serum lipid profile was evaluated utilizing colorimetric kits from Leidu Biotech (Shenzhen, China). Liver samples were gathered, processed into a homogenate, and then centrifuged. The resulting transparent supernatant was utilized for assessing hepatic triglyceride (TG) and total cholesterol (TC) concentrations using kits obtained from commercial sources (290-63701 for TG, 294-65801 for TC; Wako, Tokyo, Japan and E-BC-K261-M for TG, E-BC-K109-M for TC; Elabscience, Wuhan, China). The levels of TG and TC were normalized against the weight of the liver tissue. Kits for antioxidant-related indicators, including GSH (S0059S, Beyotime, Shanghai, China), MDA (S0131S, Beyotime, Shanghai, China), SOD (S0101S, Beyotime, Shanghai, China), and ox-LDL (CSB-E07933m, CUSABIO, Beijing, China), were detected in mouse serum. Acly^flox/flox^ mice were sourced from the Shanghai Model Organisms Center (no. NM-CKO-200076). The Institutional Animal Care and Use Committee of the University of Science and Technology of China (USTC) approved all animal care procedures (approval number USTCACUC27120124102, USTCACUC212401038).

Syrian golden hamsters were purchased from Vital River Laboratories (Beijing, China). Hamsters were fed a high cholesterol diet and received ISOGK (5 mg/kg/day) for 4 weeks. Before being sacrificed, liver and blood samples were collected at the end of the experiment. The animal study protocol was approved by the Ethics Committee of Hefei University of Technology (approval number HFUT20221031001) and conducted in accordance with the guidelines set forth in the "Guide for the Care and Use of Laboratory Animals," published by the National Institutes of Health (NIH).

Syrian golden hamsters with a deficiency in the low-density lipoprotein receptor (*Ldlr*) gene were generated using the clustered regularly interspaced short palindromic repeats (CRISPR) and CRISPR-associated protein 9 (Cas9) gene editing system, as previously described 27. Male *Ldlr^-/-^* hamsters at 8-week-old were randomly divided into three groups. The animals were administered with vehicle, ISOGK (2 mg/kg/day), or ISOGK (5 mg/kg/day) for a period of four weeks. The hamsters were maintained on a 14-h light/10-h dark cycle at 24 °C and were fed a 1.25% high cholesterol diet. Unless otherwise stated, the hamsters were fasted for 12 h prior to euthanasia. All experiments were conducted in accordance with the principles of experimental animal care (NIH publication no. 85-23, revised 1996) and were approved by the Animal Care and Use Committee of Peking University (approval number LA2022-147).

### Pharmacokinetics study

Pharmacokinetic properties were investigated using ICR mice weighing between 18 and 22 grams. Six mice were assigned into two groups, with three in each group. ISOGK was administered via intragastric and tail vein injections. For both the intravenous and intragastric administration groups, cheek blood samples of approximately 0.05 mL were collected at 5 min, 15 min, 30 min, 1 h, 2 h, 4 h, 6 h, 8 h, and 24 h post-administration. The plasma concentration of compound in the mice was measured using the LC-MS/MS technique. Pharmacokinetic parameters were then analyzed using WinNonlin software.

### Primary hepatocytes isolation

Primary hepatocytes were isolated from male C57BL/6J mice fed a high-fat diet (HFD, 60 kcal% fat, 20 kcal% protein, 20 kcal% carbohydrate; D12492; RESEARCH DIETS, New Brunswick, NJ, USA) for 16 weeks according to our previous study 28. At the end of experiment, the mice were initially anaesthetized and subsequently subjected to perfusion with Liver Perfusion Medium (17701-038; Thermo Fisher Scientific, Waltham, MA, USA) via the portal vein, followed by Liver Digestion Medium (17701-034, Thermo Fisher Scientific, Waltham, MA, USA). Following perfusion, the liver was extracted and passed through a 100 μm cell strainer. The resulting cells were subjected to centrifugation at 50×g for 1 min, after which cells were incubated in DMEM supplemented with 10% FBS (F05-001-B160216; Bio-One Biotechnology, Guangzhou, China) and 1% penicillin-streptomycin (15140-122; Gibco by Invitrogen, Carlsbad, CA, USA) at 37 °C.

### Patch clamp recording method

The whole-cell patch clamp technique was employed for the experiments. Previously published works detail the methodologies and solutions used for capturing various currents in cardiomyocytes and in HEK cell lines that stably express different K^+^ channels 29. Specifically, the standard bath solution with 5 mM K^+^ consisted of 135 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM glucose, and 10 mM HEPES, adjusted to pH 7.4 using NaOH. Meanwhile, the bath solution containing 135 mM K^+^ was made of 135 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM glucose, and 10 mM HEPES, with the pH set to 7.4 by adding KOH. All experiments using the patch clamp method were conducted at a controlled room temperature of 22 ± 1 °C.

### Analysis of lipid profile and distribution by FPLC

Plasma levels of TC, TG, LDL-C, and high-density lipoprotein cholesterol (HDL-C) were determined following the manufacturer's instructions. Liver tissues (30-40 mg) were homogenized in 0.5 mL of cold PBS for hepatic TG and cholesterol measurement. A 0.4 mL homogenate was combined with 1.4 mL of a CHCl_3_/CH_3_OH mixture (2:1, v/v) and shaken overnight at room temperature. Following centrifugation at 2,500 × g for a period of 10 min, the organic phase was meticulously transferred and permitted to air-dry. The residual organic material was then reconstituted in 800 μL of ethanol containing 1% Triton X-100, whereby the ethanol served to solubilize the material.

Fast protein liquid chromatography (FPLC) was employed to analyze plasma lipoproteins using 200 μL of pooled plasma samples. The samples were initially filtered through 0.22-µm filters and subsequently loaded onto Tricorn high-performance Superose S-6 10/300GL columns (Amersham Biosciences). Elution was conducted with PBS at a constant flow rate of 0.25 mL/min. The eluted fractions (500 μL each) were subjected to analysis for TG and TC concentrations using the aforementioned commercial assay kits.

### RNA extraction, reverse transcription, and RT-qPCR

Total RNA was extracted from cultured cells or animal tissue using RNeasy kits (RN001-50Rxns, YiShan, Shanghai, China). Subsequently, cDNA was generated using a Takara Reverse Transcription Kit (RR037B, Takara, Kyoto, Japan). Subsequently, quantitative real-time polymerase chain reaction (RT-qPCR) assays were conducted using ChamQ SYBR qPCR Master Mix (Q311-02, Vazyme, Nanjing, China), following the reverse transcription. The Roche LC96 real-time PCR detection system was employed for the detection of results, with glyceraldehyde-3-phosphate dehydrogenase (GAPDH) serving as the loading control for the quantification of mRNA levels. The fold change relative to the respective controls was determined using the 2^(^-ΔΔCt^) method. Primers were designed using the PrimerQuest software and subsequently synthesised by Sangon Biotech (Shanghai, China) 30. The sequences of primers used are provided in **Table S1**.

### Western blot

Western blotting was performed as previously described 31. In brief, whole-cell lysates from cultured cells and animal tissue were prepared using 1× sample buffer, followed by boiling at 95 °C for 10 min. Subsequently, SDS-PAGE was employed to separate the samples, which were then transferred onto a nitrocellulose membrane (Pall, NY, USA). Subsequently, the membrane was incubated in a blocking buffer for one h at room temperature. Following the removal of the blocking buffer, the blots were incubated with primary antibodies (1:1,000 dilution) at 4 °C overnight. The membrane was washed thrice for 10 min each, using 1× Tris-buffered saline with 0.1% Tween-20 (TBST). Subsequently, the membranes were incubated with IRDye® 680RD Goat anti-Mouse IgG (H + L) or IRDye® 800CW Goat anti-Rabbit IgG (H + L) (1:10,000 dilution, LI-COR, Lincoln, Nebraska, USA) at room temperature for 1 h. Visualization of the blots was carried out using the Li-COR CLx infrared imaging system 26. GAPDH (60004-1-Ig, Proteintech, Chicago, IL, USA), ACLY (67166-1-Ig, Proteintech, Chicago, IL, USA), LDLR (10785-1-AP, Proteintech, Chicago, IL, USA), β-Actin (66009-1-Ig, Proteintech, Chicago, IL, USA), AMPK (10929-2-AP, Proteintech, Chicago, IL, USA), p-AMPK^T172^ (2535, Cell Signaling Technology, Danvers, MA, USA).

### ELISA

Cytokines, including C-reactive protein (CRP) (RK04303, ABclonal, Guangzhou, China), interleukin-1 beta (IL-1 β) (RK00006, ABclonal, Guangzhou, China), and interleukin-6 (IL-6) (RK00008, ABclonal, Guangzhou, China), were extracted from mouse serum and analyzed using enzyme-linked immunosorbent assay (ELISA) kits. All procedures were conducted in accordance with the instructions provided by the manufacturers.

### Nile red staining

For the Nile Red staining procedure, primary mouse hepatocytes were treated with IOSGK at varying concentrations for a period of 12 h. Subsequently, the cells were fixed with 4% paraformaldehyde (PFA) and stained with Nile Red (N1142, Invitrogen, Carlsbad, CA, USA). The intracellular accumulation of lipids was visualized and quantified using a laser scanning confocal microscope (TCS SP8; Leica, Wetzlar, Germany) 28.

### Measurement of *de novo* lipogenesis *in vitro*

Hepatocytes were seeded in 6-well plates at a density of 6 x 10^5^ cells per well. They were exposed to various compounds along with [1,2-^14^C]-acetate (0.1 μCi per well) for specified durations. Following treatment, the cells underwent washing with cold PBS and were lysed in 0.4 to 0.6 mL of 0.5 M KOH. The saponification process at 95 °C for 3 h with 0.4 mL of KOH (in 20% methanol solution) enabled the separation of cholesterol and fatty acids. Cholesterol, being nonpolar, was extracted using 0.5 mL of petroleum ether in three separate instances. In comparison, polar fatty acids were extracted with 0.5 mL of petroleum ether after adding 0.2 mL of H_2_O and 0.4 mL of 5 M H_2_SO_4_ in three rounds. The petroleum ether extracts were left to air dry at room temperature overnight. The radioactivity of the resultant products was quantified using a liquid scintillation counter 20.

### ACLY activity assays *in vitro*

ACLY activity was assessed in a cell-free system using an ADP-Glo dependent assay, as previously described 32. Briefly, the reaction was conducted in a 384-well plate containing 2 µL of substrate (5 mmol/L ATP, 30 mmol/L citrate, 15 mmol/L CoA) in kinase buffer (40 mmol/L Tris base, 10 mmol/L MgCl_2_, 5 mmol/L DTT). The reaction was initiated by adding 20 nmol/L recombinant human ACLY protein and various concentrations of the compounds, followed by incubation for 30 min at 37 °C. During the reaction, ACLY converted ATP to ADP. ADP levels, which reflect ACLY activity, were quantified using the ADP-Glo assay kit (V9102, Promega, Madison, USA) in accordance with the manufacturer's instructions. The enzymatic activity curve was analyzed using the log (inhibitor) versus normalized response-variable slope function in GraphPad Prism.

### Measurement of ACLY activity* in vivo*

The activity of the ACLY enzyme was assayed utilizing malate dehydrogenase (MDH)-coupled method kits (BC4240, Solarbio, Beijing, China). In summary, liver extracts were incubated in a reaction buffer comprising 20 mM citrate, 10 mM MgCl₂, 10 mM DTT, 0.5 U/ml of malic dehydrogenase, 0.33 mM CoASH, and 0.14 mM NADH, both in the presence and absence of 5 mM ATP. The quantity of oxaloacetate produced by ACLY catalysis was determined by measuring the alteration in absorbance at 340 nm, which corresponds to the depletion of NADH during the MDH-catalyzed reaction. After accounting for background variations in absorbance in the absence of ATP, the relative ACL activities were computed by normalizing the data to the weight of the liver tissue.

### Molecular docking analysis

The crystal structure of ACLY (Protein Data Bank ID: 6O0H) was retrieved from the protein database and underwent energy minimization in preparation for use as the receptor structure for molecular docking studies. The substrates were constructed and hydrogenated, and then underwent structural optimization using the molecular orbital package program. Molecular docking was conducted using the Autodock Vina 1.2.0 software, with the docking box encompassing the active site and a docking time of 100 33. All other parameters were maintained at their default settings.

### Surface plasmon resonance

The interaction between isoginkgetin and ACLY was examined using an OpenSPR instrument (Nicaya, Canada). The recombinant ACLY protein was immobilized on a carboxyl sensor chip (SEN-AU-100-3-COOH; Nicaya, Canada) via a standard amine coupling method. Isoginkgetin was injected into the running buffer at various concentrations (ranging from 0.5 to 8 μM) at a flow rate of 20 μL/min. The interaction parameter KD was determined using TraceDrawer evaluation software based on the 1:1 Langmuir binding model.

### DiI-LDL uptake assay

HepG2 cells were cultured in 24-well plates and incubated in DMEM supplemented with 2% LPDS and 20 µg/mL DiI-LDL (20614ES76, YEASEN, Shanghai, China) for four h at 37 °C in the dark. Subsequently, the cells were rinsed twice with PBS containing 0.4% albumin and then washed three times with PBS. To quantify the fluorescence, 400 µL of isopropanol was added to each well, and the plates were incubated at room temperature for 20 min with continuous shaking. Subsequently, 200 µL aliquots were analyzed using a SpectraMax M2e Microplate Reader (Molecular Devices) at wavelengths of 520-570 nm, as previously described previously 34.

### RNA sequencing and bioinformatic analysis

Total RNA was extracted, and cDNA libraries were generated to investigate differences in gene expression. The Illumina sequencing platform was employed for single-end sequencing of the libraries. HISAT2 software (version 2.0.5) was utilized to align the reads to the mouse reference genome in Ensembl. StringTie (version 1.3.3b) was employed to compute raw counts of genes. DESeq2 (version 1.20.0) software was used to normalize the count matrix. Gene sets were established based on each KEGG pathway term and the associated genes, with GSEA conducted using the Java GSEA platform (version 3.0). This analysis utilized the 'Signal2Noise' metric for ranking and adopted a permutation type specific to 'gene sets'. Gene sets displaying FDR values below 0.25 were deemed to hold statistical significance. The expression patterns of pivotal genes within the pathways enriched by GSEA were visually represented through heatmaps, generated by employing the "pheatmap" package within the R programming environment. The relevant data can be accessed via the Gene Expression Omnibus database, using the following accession number: GSE261858.

### LDL oxidation and agarose gel electrophoresis

Prior to oxidation, EDTA was removed from LDL solutions (YB-001; Yiyuan Biotechnologies, Guangzhou, China). Subsequently, LDL solutions at a concentration of 0.2 mg/mL were incubated with varying concentrations of ISOGK in PBS for one h at 37 °C. The oxidation process was initiated by combining both native LDL and LDL pretreated with ISOGK with copper sulfate (99.0% purity; Jinshanting New Chemical Reagent Factory, Shanghai, China) to achieve a final copper concentration of 5 μM in PBS. This mixture was then incubated at 37 °C. Agarose gel electrophoresis was performed utilizing 0.5% agarose gels prepared in a sodium barbital buffer, following the stipulated electrophoretic methodology. The procedure was carried out in a 0.075 M sodium barbital buffer at a constant voltage of 55 V for a duration of one h. The relative electrophoretic mobility (REM) was determined by calculating the ratio of the migration distance of oxidized LDL to that of native LDL.

### CCK8 assay

The cellular viability was assessed by conducting CCK8 assays in primary hepatocytes from C57BL/6J mouse and HepG2 cell line. Specifically, 2,000 cells per well were plated in 96-well plates and cultured with different concentrations of ISOGK for 12 h. Following this, cell absorption was quantified using a CCK8 kit (CA1210, Solarbio, Beijing, China), adhering strictly to the manufacturer's guidelines. The presented data represents the findings from three independent experiments, with each experiment consisting of four replicates.

### Cellular thermal shift assay

The AML12 cell lysates were separated into two portions; one served as a control, while the other was exposed to 5 µM ISOGK for 1 h at room temperature. Subsequently, the lysates were individually heated at the specified temperatures (50 to 90 °C) for 5 min and allowed to cool at room temperature. Following this, the lysates underwent centrifugation at 12,000 rpm for 10 min at 4 °C, after which the supernatants were analyzed through Western blot.

### Immunofluorescence

Tissue slides from the male *Apoe^-/-^* mice aortic sinus was washed with PBS and then permeabilized in a solution of PBS with 0.3% BSA and 0.03% Triton X-100 for 1 h at room temperature. These sections were subsequently incubated overnight with primary antibodies at a 1:400 dilution, followed by a 1-h incubation with Alexa Fluor 488 or 546-conjugated sary antibodies at a 1:2000 dilution, also at room temperature. After three rinses with PBS, the slides were mounted with an antifade medium that included DAPI. Fluorescent images were captured using a Leica TCS SP8 X confocal laser scanning microscope. Primary antibodies, CD68 (MCA1957, BIO-RAD, Hercules, CA, USA), α-SMA (14395-1-AP, Proteintech, Chicago, IL, USA), CD31 (28083-1-AP, Proteintech, Chicago, IL, USA). Sary antibodies, Alexa Fluor™ 488 (A-11006; Thermo Fisher Scientific, Waltham, MA, USA), Alexa Fluor™ 546 (A-11035; Thermo Fisher Scientific, Waltham, MA, USA).

### Statistical analyses

The results are expressed as the mean ± standard error of the mean (SEM). Sample sizes for each experimental group were determined based on preliminary pilot studies and a comprehensive review of the pertinent literature. A normality test was conducted to verify whether the sample data originated from a normally distributed population. For comparisons between two groups, paired t-tests were employed, while one-way or two-way analysis of variance (ANOVA) was utilized for comparisons across multiple groups, with Bonferroni correction applied to address multiple comparisons. Data analysis was performed using GraphPad Prism 8.0, and p-values less than 0.05 were considered statistically significant.

## Results

### Discovery of Isoginkgetin as a novel naturally-occurring ACLY inhibitor

In order to identify novel ACLY inhibitors, we utilised virtual molecular docking to screen a natural compound library consisting of 3,200 natural products with the aim to identify novel ACLY inhibitor (**Figure 1A**). As illustrated in **Figure 1B**, the compounds are ranked according to their binding affinity in ascending order. The top three compounds, namely silibinin, fargesin and diosmin, have been demonstrated to exhibit anti-atherosclerotic properties 35-37. In addition, in the top 20 compound list, 4 compounds are derived from *Ginkgo biloba*, including ISOGK, bilobetin, sciadopitysin, and ginkgetin (**Table S2**). Based on the ranking score of identified compounds as well as criteria of unreported atheroprotective effects and the inhibition effect of ACLY activity measured by ADP-Glo assay kits *in vitro*, ISOGK was selected for further investigation as a potential natural ACLY inhibitor (**Figure 1C**).

ISOGK is a biflavonoid compound chemically defined as two apigenin units linked by a 3',8'' carbon-carbon bond, as shown in **Figure 1D**. CCK-8 result indicated that ISOGK exhibited no significant cytotoxicity in primary mouse hepatocytes and HepG2 cell line at concentrations below 7.5 μmol/L (**Figure 1E-F**), allowing us to select a safe dosage for downstream experiments. Primary hepatocytes from mice fed a 16-week high fat diet were then isolated and treated with varying concentrations of ISOGK. Nile Red staining results showed that ISOGK treatment reduced hepatic lipid levels (**Figure 1G-H**).

These data suggest that ISOGK functions as a natural inhibitor of ACLY and exerts lipid-lowering effects *in vitro*.

### Pharmacokinetic parameters and safety profile of isoginkgetin* in vivo*

We then investigated the pharmacokinetic properties of ISOGK in ICR mice through intravenous (5 mg/kg) and oral (20 mg/kg) administration. Following intravenous injection, the drug concentration in plasma reached its peak at 5 min, with a peak concentration of 710 ng/ml, and then gradually declined over time. However, the oral route of administration resulted in almost undetectable levels of ISOGK, suggesting low oral bioavailability of ISOGK (**Figure S1A**). Further, to evaluate the safety of ISOGK in normal mice, 8-week-old male C57BL/6J mice were administered 20 mg/kg/day by intraperitoneal injections (*i.p.*) (**Figure S1B**). Following a four-week period, fasting blood glucose (FBG) and body weight were evaluated, revealing no statistically significant differences between the vehicle- and ISOGK-treated groups prior to the mice being sacrificed for further analysis (**Figure S1C**). Meanwhile, the ratio of liver weight to body weight in the mice also showed no significant change. We also collected serum from the mice and assessed organ function-related index, such as alanine aminotransferase (ALT), aspartate aminotransferase (AST) and alkaline phosphatase (ALP) for liver function, blood urea nitrogen (BUN) and creatinine (CREA) for kidney function, and creatine kinase (CK) and creatine kinase-MB (CK-MB) for heart function. The administration of ISOGK did not induce any significant difference in these indicators when compared to the vehicle group (**Figure S1D**). Furthermore, the indicators reflecting organ damage, lactate dehydrogenase (LDH), also showed no variation (**Figure S1D**). Next, the major organs of mice, such as the heart, liver, spleen, lungs, and kidneys, underwent hematoxylin and eosin (H&E) staining. The results showed no histological differences between the two groups (**Figure S1E**). Additionally, periodic acid-schiff (PAS) staining of kidney tissues revealed no significant difference in glycogen deposits between both groups (**Figure S1F**).

To assess the potential cardiac safety of ISOGK, we used a manual patch clamp technique to examine its effect on HEK cells with stably expressed *hERG* channel currents. The *hERG* gene encodes for the pore-forming component of a critical potassium channel in cardiac tissue, which regulates potassium ion outflow in a membrane potential-dependent, gated manner. The results suggest that ISOGK had weak or no inhibitory effect on *hERG* channels, as the IC_50_ was greater than 30 μM (**Figure S1G**). These findings suggest that ISOGK is a safe compound when administered *in vivo* at tested doses.

### Isoginkgetin attenuates Western-diet induced-atherosclerosis in male and female *Apoe^-/-^* mice

To ascertain the effects of ISOGK on atherosclerosis, we administered ISOGK via *i.p.* injection into both male and female *Apoe*^-/-^ mice fed a high cholesterol diet at the seventh week (**Figure 2A**). No significant changes in body weight were observed in either male or female mice in comparison to the vehicle group (**Figure 2B**). Furthermore, the serum levels of ALT and AST indicated that there were no significant changes in either male or female mice (**Figure 2C**). The H&E staining and Sirius red staining images also show that the livers of the ISOGK-treated mice exhibited no substantial pathological alterations (**Figure S2A-B**).

Administration of ISOGK at a dosage of 20 mg/kg/day 25 for 8 weeks resulted in a reduction of *en face* plaque areas in the aorta of *Apoe*^-/-^ mice, as observed by Oil Red O (ORO) staining. The lesion area was found to be significantly reduced in male (by 7.21%) and female (by 3.88%) mice treated with ISOGK in comparison to those treated with vehicle (**Figure 2D-E**). The analysis of ORO staining in the aortic sinus revealed a significant decrease in lesion area, by 46.35% and 45.74% in the ISOGK-treated group compared to the vehicle group in male and female *Apoe*^-/-^ mice (**Figure 2F-G**). Additionally, the arrows indicate the presence of a necrotic core in the aortic sinus, as observed through the use of H&E staining. The results demonstrate a notable reduction in the necrotic core area in the ISOGK treatment group (**Figure 2F-G**).

Furthermore, immunofluorescence assay was utilized to evaluate the alterations in the content of macrophages, smooth muscle cells, and endothelial cells within the aortic sinus of* Apoe*^-/-^ mice. The findings demonstrated that following the administration of ISOGK, the content of macrophages in the aortic sinus exhibited a substantial decline, while the content of smooth muscle cells and endothelial cells remained unaltered (**Figure S2C-D**). Serum inflammatory marker analysis was conducted using ELISA, encompassing C-reactive protein (CRP), interleukin 1 beta (IL-1β), and interleukin 6 (IL-6). The findings revealed no statistically significant differences in either male or female mice treated with vehicle or ISOGK (**Figure S2E-F**). These results indicated that ISOGK provides protection against atherosclerosis in *Apoe*^-/-^ mice without impacting systemic inflammation.

### Isoginkgetin modulates lipid metabolism in *Apoe^-/-^* mouse without impacting oxidative stress

To understand the effects of ISOGK on liver lipid metabolism, we conducted RNA sequencing on liver samples from vehicle and ISOGK-treatment groups of *Apoe*^-/-^ mice (**Figure 3A**). 

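Liver RNA from 4 vehicle-treated and 4 ISOGK-treated mice was sequenced, with 1 library per mouse. The labels give all mice as carrying the *Apoe* knockout, which raises plasma cholesterol and makes mice prone to atherosclerosis. ISOGK was injected intraperitoneally at 20 mg/kg per day for 8 weeks, after 7 weeks on a diet that the paper describes as containing 1.25% cholesterol and the deposited labels as a Western diet. The labels give the mice as male, and the 4 Y-linked genes examined had at least 109 counts in every library. The authors aligned single-end Illumina reads to the mouse genome with HISAT2 and computed raw counts per gene with StringTie. The deposited table holds these counts for 16540 gene symbols, without normalization. Between 19605286 and 24461854 reads per vehicle-treated mouse were counted on genes, with a median of 22491015.5. The ISOGK-treated mice had between 17457106 and 21626399, with a median of 20388334, and the totals of the groups overlapped (two-sided exact permutation test, p = 0.2). *Apoe*, the gene targeted in both groups, had between 3252 and 6489 counts per library, so the counts per gene do not show the knockout, and the genotype rests on the labels.

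Normalization factors from edgeR's TMM method lay between 1.02 and 1.09 for vehicle-treated mice and between 0.883 and 1.01 for ISOGK-treated mice. The 50 most abundant genes took 44.6% to 46.3% of the counts in the vehicle group and 46.3% to 49.6% in the ISOGK group, without overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). No pair of libraries within a group differed by as little as sampling noise, for which a chi-square of about 1 per gene is expected. The observed chi-square per gene was 18.1 to 33.5 among vehicle-treated mice and 33.2 to 99.6 among ISOGK-treated mice, while that the libraries come from separate mice rests on their labels. The first principal component of log2 CPM (counts scaled to the size of the library) held 37.6% of the variance and placed the vehicle-treated mice between -25.9 and -14.6 and the ISOGK-treated mice between 9.68 and 35.8. After low counts were filtered with edgeR's default rule, 12307 genes were tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The paper's text names DESeq2 for normalization and names no test for differential expression, so the choice of test is one that could change the numbers.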

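In the quasi-likelihood test of edgeR, 123 genes were higher and 77 genes were lower in the livers of ISOGK-treated mice than in those of vehicle-treated mice at an adjusted p under 0.05 and an absolute log2 fold change over 1. At an adjusted p under 0.05 and any fold change there were 506 higher and 423 lower genes. Among the 200 differentially expressed genes, 191 had ISOGK-treated mice all on one side of all vehicle-treated mice. Such a separation was found for 15.3% of all tested genes, while chance gives 2.86%. The Wald test of DESeq2 called 254 genes at the same thresholds, of which 197 were shared, and limma-voom called 208, of which 180 were shared. Of the alternatives, leaving out vehicle-treated mouse 2 gave the fewest calls, with 77 higher and 46 lower genes, and scaling by library size alone gave more lower than higher genes (94 higher and 120 lower).

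The gene with the largest rise was *E030018B13Rik* (chromosome 7, 63916857 to 63920539 in GRCm38), with 0.152 ± 0.108 normalized CPM (SD, n = 4) in the vehicle group and 5.37 ± 2.94 in the ISOGK group. Its log2 fold change was 5.11 (standard error 0.53, edgeR adjusted p = 0.000738), and it rests on 1 to 7 counts per vehicle library. *Cidec*, which encodes a lipid droplet protein, rose by 3.92 (standard error 0.42, edgeR adjusted p = 0.00163). *Phospho1* and *Asns* had log2 fold changes of 3.71 and 3.45, and the call for *Phospho1* was lost in 5 of the 8 fits that each left out a mouse. *Cpt1b*, which encodes the muscle form of carnitine palmitoyltransferase, had 0 to 21 counts in the vehicle libraries and 60 to 121 in the ISOGK libraries, a log2 fold change of 3.40 (standard error 0.55, edgeR adjusted p = 0.00727).

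The largest fall was that of *Cyp2b9* (chromosome 7, 26173411 to 26210661), from 15.3 ± 4.3 to 0.929 ± 0.917 CPM (SD, n = 4 per group). Its log2 fold change was -4.07 (standard error 0.51, edgeR adjusted p = 0.00322), although reads could have been split between this gene and closely related *Cyp2b* copies. *Prok1*, *Car3*, *Clec2h* and *Gstm3* followed with log2 fold changes of -2.81, -2.65, -2.54 and -2.28. Among genes labelled in Figure 3B, *Crat*, *Cyp8b1*, *Acot1* and *Acot2* rose by 1.44, 1.64, 1.29 and 1.73 on the log2 scale, each with an edgeR adjusted p between 0.00207 and 0.00741. *Lpl* fell by 0.995 on the log2 scale (standard error 0.18, edgeR adjusted p = 0.00951). *Angptl8* had 36 ± 20.3 CPM (SD, n = 4) with vehicle and 9.61 ± 9.59 with ISOGK, and its log2 fold change of -1.90 had a standard error of 0.73 (edgeR adjusted p = 0.177). *Cyp7b1* had a log2 fold change of 1.13 (standard error 0.34, edgeR adjusted p = 0.0889), with one vehicle-treated mouse far above the others.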

Comparative RNA-seq analysis in vehicle- and ISOGK-treated mouse liver showed differential expression of 201 genes, with 109 upregulated and 92 downregulated genes (adjusted p < 0.05, | log2 (Fold change) | > 1) (**Figure 3B**). Heat map analysis revealed that, subsequent to ISOGK treatment, the genes associated with fatty acid and cholesterol biosynthesis, including *Srebf1, Fasn, Acaca* and *Cyp51*, were significantly downregulated, while certain genes linked to fatty acid oxidation were substantially upregulated (**Figure 3C**). 

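*Srebf1* encodes a transcription factor that drives lipid synthesis and lies on chromosome 11 of GRCm38 from 60199089 to 60222581. Its normalized count was 68.9 ± 15.3 CPM (SD, n = 4) in vehicle-treated and 22.7 ± 7.7 CPM in ISOGK-treated mice, a log2 fold change of -1.60 (standard error 0.24, edgeR adjusted p = 0.00592). *Fasn*, the fatty acid synthase gene (chromosome 11, 120805846 to 120824547), fell from 113 ± 21.6 to 54.4 ± 6.94 CPM, a log2 fold change of -1.06 (standard error 0.14, edgeR adjusted p = 0.00163). *Acaca*, which encodes acetyl-CoA carboxylase (chromosome 11, 84129672 to 84401651), fell from 86.1 ± 12.3 to 51.0 ± 9.16 CPM, a log2 fold change of -0.75 (standard error 0.14, edgeR adjusted p = 0.00801). *Cyp51*, a gene of cholesterol synthesis (chromosome 5, 4081145 to 4104746), fell from 38.4 ± 7.54 to 24.1 ± 2.03 CPM, a log2 fold change of -0.67 (standard error 0.14, edgeR adjusted p = 0.0128). In each of these genes, every ISOGK-treated mouse lay below every vehicle-treated mouse. *Idi1* fell as well, with a log2 fold change of -0.95 (edgeR adjusted p = 0.0164). For *Scd1* and *Sqle* the mice of the groups overlapped, and their log2 fold changes of -0.36 and -0.77 had edgeR adjusted p-values of 0.423 and 0.128.

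Among the genes of fatty acid oxidation, *Ehhadh* (chromosome 16, 21761287 to 21787807) rose from 309 ± 29.6 to 1837 ± 194 CPM, a log2 fold change of 2.57 (standard error 0.12, edgeR adjusted p = 4.65e-07), the smallest adjusted p of all tested genes. *Cpt1a* rose from 497 ± 50.1 to 752 ± 181 CPM, a log2 fold change of 0.60 (standard error 0.15, edgeR adjusted p = 0.0371). *Ppara* did not differ, with 77.1 ± 6.33 and 80.5 ± 12 CPM and a log2 fold change of 0.06 (edgeR adjusted p = 0.791). Among these genes *Cpt1a* lost its adjusted p under 0.05 in 7 of 16 alternatives, with library size alone, with the replicate block and in 5 of the 8 fits that each left out a mouse, and *Cyp51* and *Idi1* lost theirs in 1 alternative each. Without ISOGK-treated mouse 2 the log2 fold change of *Cpt1a* was 0.43 (edgeR adjusted p = 0.0808), and over all alternatives its adjusted p ranged from 0.00526 to 0.118.

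**Figure D1:**
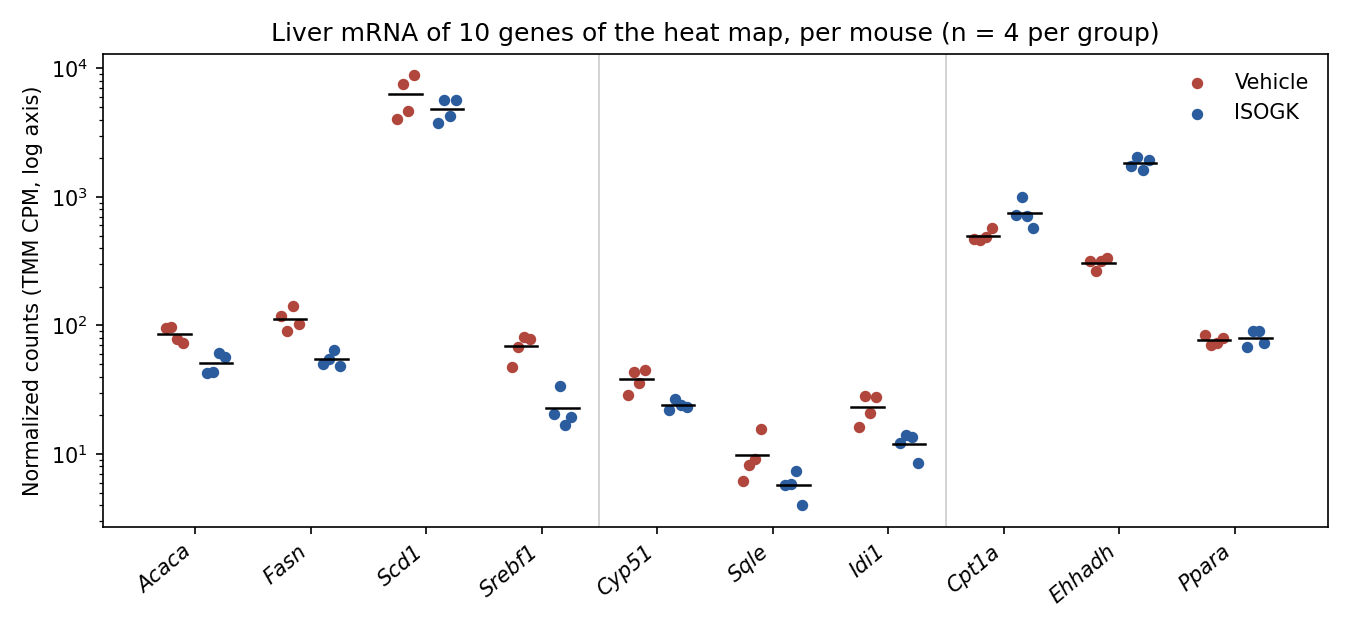
Normalized counts (CPM, log axis) of 10 genes of the heat map in the liver of each mouse, with vehicle in red and ISOGK in blue (n = 4 per group). Points are single mice and lines are group means; every ISOGK-treated mouse is above every vehicle-treated mouse for *Cpt1a* and *Ehhadh* and below for *Acaca*, *Fasn*, *Srebf1*, *Cyp51* and *Idi1*.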

Next, the differentially expressed genes were enriched through Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. 

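The differentially expressed genes were compared with lists of pathway genes compiled by hand, in place of the GO and KEGG lists, which were not used here. One-sided Fisher's exact tests were run against the genes tested, and p-values were adjusted over 10 lists by the Benjamini-Hochberg method. Of 51 tested genes on the fatty acid metabolism list, 4 were differentially expressed, which is 4.83 times the number expected by chance (Fisher's exact test, adjusted p = 0.0133). Of these, 3 rose, *Cpt1b* and *Ehhadh* among them, and *Fasn* fell. Without vehicle-treated mouse 4, the same ratio was 9.09, the largest change among the alternatives. A list of 23 fatty acid biosynthesis genes had 4 differentially expressed members, all lower with ISOGK (*Fasn*, *Mlxipl*, *Srebf1* and *Thrsp*). This was 10.7 times the expected number (Fisher's exact test, adjusted p = 0.000784). With each mouse left out in turn, the ratio for this list ranged from 10.3 to 20.2, the latter without vehicle-treated mouse 4. *Mlxipl*, which encodes the carbohydrate-responsive factor ChREBP, fell from 89.1 ± 11.4 to 41.0 ± 6.75 CPM (SD, n = 4 per group).

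Of 59 tested genes on the steroid hormone biosynthesis list, 7 were differentially expressed, with 2 higher and 5 lower in ISOGK-treated mice (7.3 times the expected number, Fisher's exact test, adjusted p = 0.000112). *Cyp17a1* rose from 15.8 ± 0.761 to 57.1 ± 18.3 CPM (SD, n = 4 per group), a log2 fold change of 1.85. Members of this list belong to *Cyp2*, *Cyp3a*, *Hsd3b* and *Ugt2b* families, whose reads the authors' counting could have split between close copies. On a list of 20 sterol biosynthesis genes, 0 passed both thresholds, while 12 had an unadjusted p under 0.05 in edgeR. At an adjusted p under 0.05 and any fold change, *Acat2*, *Cyp51*, *Fdps*, *Idi1* and *Nsdhl* were lower and *Hsd17b7* was higher.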

As depicted in **Figure 3D**, the GO enrichment analysis revealed alterations in the fatty acid metabolic process and steroid metabolic process. 

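On a cholesterol metabolism list of 49 tested genes, compiled by hand, 3 were differentially expressed. This was 3.77 times the number expected by chance (one-sided Fisher's exact test, p = 0.0451, adjusted p = 0.0564 over the lists tested). *Abcb11*, which encodes the bile salt export pump (chromosome 2, 69238282 to 69342616 in GRCm38), fell from 551 ± 63.3 CPM (SD, n = 4) in vehicle-treated mice to 262 ± 57.1 CPM in ISOGK-treated mice, a log2 fold change of -1.07 (standard error 0.15, edgeR adjusted p = 0.00183). *Apoa4*, an apolipoprotein gene (chromosome 9, 46240696 to 46243459), rose from 189 ± 16.5 to 519.6 ± 148 CPM, a log2 fold change of 1.46 (standard error 0.18, edgeR adjusted p = 0.00124). *Lrp2*, which encodes the endocytic receptor megalin (chromosome 2, 69424340 to 69586065), rose by 2.63 on the log2 scale (standard error 0.42, edgeR adjusted p = 0.00389), from 3 to 10 counts per vehicle library to 19 to 38 counts per ISOGK library. Over the whole list, 21 genes were higher and 28 lower, with a median log2 fold change of -0.05. With calls from limma-voom, 5 list genes were differentially expressed, 6.04 times the expected number (Fisher's exact test, adjusted p = 0.00171), and over all alternatives the adjusted p ranged from 0.00171 to 0.204. On a PPAR signaling list, 10 of 65 genes were differentially expressed, all higher with ISOGK (9.47 times the expected number, Fisher's exact test, adjusted p = 4.22e-07). On a retinol metabolism list, 10 of 60 genes were differentially expressed (adjusted p = 3.82e-07).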

Additionally, the KEGG pathway analysis indicated a high enrichment of cholesterol metabolism (**Figure 3E**). The ISOGK treatment group significantly increased fatty acid degradation and fatty acid metabolism while inhibiting sterol biosynthesis, congruent with the role of ISOGK in ACLY inhibition (**Figure 3F**).

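Gene set scores were computed with fgsea after the paper's settings, with genes ranked by their signal-to-noise ratio, genes permuted and a false discovery rate (FDR) under 0.25 taken as significant. The hand-compiled fatty acid degradation list of 42 genes had a normalized enrichment score (NES) of 2.72 (FDR = 6.42e-12), with 31 genes higher in ISOGK-treated mice and a median log2 fold change of 0.32. Its 7 differentially expressed members all rose, among them *Cyp4a14* from 1255 ± 171 to 5458 ± 714 CPM and *Cyp4a10* from 863 ± 112 to 3508 ± 753 CPM (SD, n = 4 per group). *Cyp4a10*, *Cyp4a14*, *Cyp4a31* and *Cyp4a32* are close copies between which the authors' counting could have split reads. The fatty acid metabolism list had an NES of 1.93 (FDR = 0.000644), with 29 genes higher and 22 lower and a median log2 fold change of 0.14 that was 0.000521 when counts were scaled by library size alone.

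The sterol biosynthesis list had an NES of -1.63 (FDR = 0.0308), with 15 of its genes lower and a median log2 fold change of -0.26. The mean log2 CPM of this list was 4.41 to 4.84 in vehicle-treated and 4.30 to 4.56 in ISOGK-treated mice, and the mice of the groups overlapped (two-sided exact permutation test, p = 0.0857). The steroid hormone biosynthesis list had an NES of -1.85 (FDR = 0.000859), with 39 genes lower. Permuting genes ignores that genes of a pathway vary together between mice. With limma's camera test, which estimates that correlation from the mice, the unadjusted p-value was 0.0494 for fatty acid degradation (adjusted p = 0.165 over the 10 lists). It was 0.182 for fatty acid metabolism, 0.276 for sterol biosynthesis and 0.239 for steroid hormone biosynthesis. Limma's fry tests whether the genes of a list change in a shared direction, without comparing them with other genes. It gave adjusted p-values of 0.00102, 0.00848, 0.083 and 0.0763 in the same order. The mean of the list separated all ISOGK-treated from all vehicle-treated mice for fatty acid degradation, fatty acid metabolism and steroid hormone biosynthesis (two-sided exact permutation test, p = 0.0286 each). Mouse Reactome pathways closest to the fatty acid degradation, sterol and steroid hormone lists had NES of 1.74, -1.65 and -1.52. Of 837 Reactome pathways scored with the same ranking, 148 were up and 54 down at an FDR under 0.25. Passing that threshold thus does not set the lipid pathways apart. The smallest FDR was that of peptide chain elongation (NES 2.96, FDR = 4.63e-17). From higher fatty acid degradation and metabolism and lower sterol biosynthesis (Figure 3F), the paper states that the changes match the role of ISOGK in inhibiting ACLY.

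**Figure D2:**
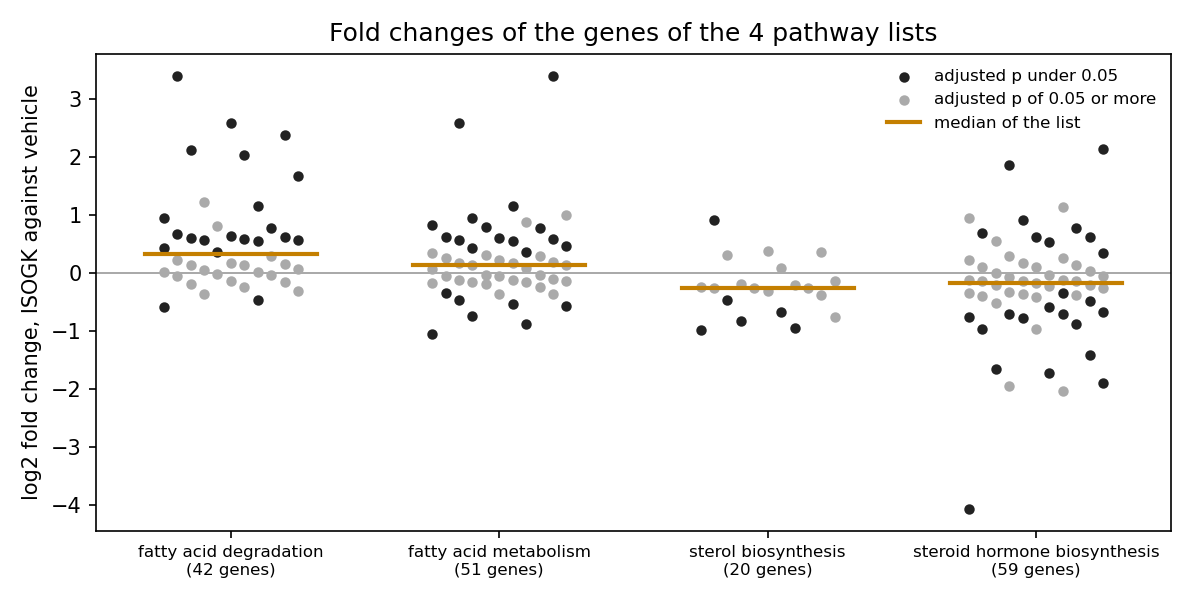
Log2 fold changes (ISOGK against vehicle, n = 4 mice per group) of the genes on the 4 pathway lists, one point per gene. Dark points have an edgeR adjusted p under 0.05, grey points do not, and the horizontal line in each list is its median, which is above 0 for fatty acid degradation (0.32) and metabolism (0.14) and below 0 for sterol (-0.26) and steroid hormone (-0.19) biosynthesis.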

Given the notable antioxidant properties of biflavonoids 38, we extended our investigation to examine the antioxidant potential of ISOGK. Agarose gel electrophoresis was employed to evaluate its effects on LDL oxidation. The results indicated that, in comparison to the positive control group treated with Vitamin E, ISOGK at varying concentrations demonstrated no antioxidant activity against copper-induced LDL oxidation (**Figure S3A-B**). Concurrently, we assessed markers associated with oxidative stress in the serum of *Apoe^-/-^* mice. The findings revealed no significant alterations in these indicators (**Figure S3C-D**).

These data illustrate that ISOGK may alleviate atherosclerosis by regulating lipid metabolism without impacting oxidative stress.

### Isoginkgetin displays lipid-lowering effects in hyperlipidemia mice and hamsters

To ascertain whether ISOGK regulates lipid metabolism, the plasma and hepatic lipid profiles of *Apoe*^-/-^ mice were evaluated. As shown in **Figure 4A**, ISOGK treatment resulted in a statistically significant decrease in TC levels in both male and female mouse serum (by 27.15% and 24.24%, respectively) and liver tissues (by 29.98% and 32.34%, respectively). Similarly, a notable decline in TG levels was observed in both serum and liver tissue, irrespective of gender. Furthermore, ISOGK decreased the serum levels of LDL-C in male mice and the levels of LDL-C and HDL-C in serum remained unchanged in female. To further determine which type of cholesterol is reduced in female mice, we used lipoprotein distribution analysis by FPLC. The results showed a significant reduction in the contents of TG and cholesterol carried in very low-density lipoprotein (VLDL) particles in the ISOGK-treated group (**Figure 4B**).

As Syrian golden hamster models offer advantages over traditional mouse models in lipid research due to their closer alignment with human physiology and higher sensitivity to diet-induced lipid abnormalities 39. Next, we conducted experiments using hamsters. At eight weeks of age, the hamsters were fed a high cholesterol diet for two weeks before commencing intraperitoneal ISOGK administration. Then animals were sacrificed after four weeks of ISOGK treatment (**Figure 4C**). The high cholesterol diet-fed hamsters treated with ISOGK had similar body weight compared to the vehicle-treated hamsters, and although their serum ALT and AST levels were higher than those of chow diet-fed hamsters, there was no significant difference between the ISOGK-treated and vehicle-treated groups (**Figure S4A-B**). The treatment duration of four weeks resulted in significant reductions in serum levels of TC, TG, and LDL-C (by 36.12%, 46.87% and 56.55%, respectively), as well as a significant decrease in hepatic lipid levels (TC lower by 27.53% and TG lower by 64.14%) in the ISOGK-treated group (**Figure 4D**). Additionally, FPLC analysis confirmed a significant decrease in serum TC and TG distribution in the ISOGK-treated hamsters (**Figure 4E**). Treatment with ISOGK also significantly reduced lipid deposition in hamster liver (**Figure 4F-G**). The serum antioxidant indicators were also detected, and the results demonstrated that they remained unaltered (**Figure S4C**).

These findings suggest that ISOGK has significant lipid-lowering effects in hyperlipidemic mice and hamsters.

### Isoginkgetin mitigates high cholesterol diet-induced hyperlipidemia and atherosclerosis in Ldlr^-/-^ hamsters

It is notable that homozygous low-density lipoprotein receptor-deficient (*Ldlr*^-/-^) hamsters exhibit hypercholesterolemia, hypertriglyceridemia and atherosclerosis similar to human 39, 40. To further investigate the therapeutic effects of ISOGK, we used 8-week-old male *Ldlr*^-/-^ hamsters. After the induction with hyperlipidemia for two weeks, intraperitoneal injections of ISOGK were administered for a period of six weeks. The hamsters were randomly assigned to three groups: a vehicle group, a low-dose ISOGK group (2 mg/kg/day), and a high-dose ISOGK group (5 mg/kg/day). At the conclusion of the treatment period, the hamsters were euthanized (**Figure 5A**). In comparison to vehicle-treated high cholesterol diet-fed *Ldlr^-/-^* hamsters, those treated with 2 or 5 mg/kg ISOGK exhibited a reduction in hepatic TC levels of 25.89% and 35.75%, respectively. Furthermore, ISOGK treatment resulted in a significant reduction in serum TG levels, with a 47.57% and 61.32% decrease observed in low and high dose of ISOGK-treated hamsters (**Figure 5B**).

Similarly, analysis of the serum lipid profile revealed that low and high doses of ISOGK treatment significantly reduced TC (by 28.72% and 52.15%) and TG (by 47.99% and 51.38%) levels, without affecting HDL-C levels. However, non-HDL-C levels were significantly decreased (by 28.16% and 51.76%; **Figure 5C**). It further demonstrated that ISOGK has a significant effect on lowering lipid levels.

Furthermore, Oil Red O staining of the aortas demonstrated that ISOGK treatment significantly reduced plaque area by 21.74 % (low-dose) and 29.85% (high-dose) compared to the vehicle group (**Figure 5D-E**). Likewise, Oil Red O staining of the aortic sinus and Nile Red staining of the liver tissues both showed that ISOGK significantly reduced lipid accumulation in *Ldlr*^-/-^ hamsters (**Figure 5F-H**).

These results provide further evidence for the lipid-lowering and anti-atherosclerotic effects of ISOGK in a more clinically relevant rodent model of hyperlipidemia and atherosclerosis.

### Isoginkgetin treatment improves hyperlipidemia via inhibiting ACLY activity

To evaluate the impact of ISOGK on *de novo* lipogenesis, primary mouse hepatocytes were incubated with ISOGK for 4 h. The incorporation rates of [1,2-^14^C]-acetate into fatty acids and cholesterol were measured. The results showed the inhibition of lipogenesis in response to ISOGK treatment at 2.5 μmol/L and 5 μmol/L (**Figure 6A**). We also tested the effect of ISOGK on ACLY inhibition in a cell-free system using the ADP-Glo assay. The results showed that the ISOGK potently inhibited ACLY enzyme activity with an IC_50_ = 5.46 ± 1.11 μmol/L (**Figure 6B**). The results indicate that ISOGK has a significant inhibitory effect on the enzymatic activity of ACLY *in vitro*. Consistently, ISOGK treatment also significantly inhibits ACLY activity *in vivo* via measured enzymatic activity in the liver tissue of three hyperlipidemia model animals (**Figure 6C-E**). Next, the interaction mode between ISOGK and ACLY was investigated, with a focus on the crucial amino acid residues. Molecular docking analysis revealed the presence of R66, H113, Q115, E118, N203, and P204 in the binding pocket of ACLY (**Figure 6F**). Furthermore, the direct interaction of ISOGK with ACLY was validated by surface plasmon resonance (SPR), which demonstrated an equilibrium dissociation constant (K_D_) of 5.1 μmol/L (**Figure 6G**). The cellular thermal shift assay (CETSA) analysis also indicated that ISOGK stabilized the ACLY protein during temperature-induced denaturation (**Figure 6H-I**).

The uptake and excretion of cholesterol in the liver are also of great importance with regard to blood lipid levels 41. To further assess the potential of ISOGK to alter LDL uptake, a DiI-LDL uptake assay was conducted in HepG2 cells. The results demonstrated that ISOGK had no significant effect on LDL uptake, irrespective of dose or time (**Figure S5A-B**). There was no significant difference in the color of bile collected from the gallbladders in *Apoe*^-/-^ mice treated with or without ISOGK (**Figure S5C**). Additionally, we analyzed the expression of genes associated with cholesterol efflux in the liver and found no significant differences between the two groups (**Figure S5D**). These supports the ISOGK treatment did not enhance cholesterol efflux in the liver. Next, we analyzed the protein levels of LDLR and ACLY, which are essential proteins that regulate cholesterol uptake and synthesis in hepatocytes. The expression of LDLR and ACLY protein levels were examined using Western blot analysis in the liver tissues of *Apoe*^-/-^ mice. The results indicated no significant change in either LDLR or ACLY protein expression (**Figure S5E**). We also found no significant change in the LDLR and ACLY protein levels in the human hepatocyte cell line Huh-7 cultured *in vitro* under various concentrations of ISOGK treatment (**Figure S5F-G**). Similarly, in the hyperlipidemic hamster model, the LDLR and ACLY protein levels in the liver showed no significant difference (**Figure S5H-I**). According to the literature 42, inhibitors of ACLY have been demonstrated to activate AMPK. Therefore, we assess the protein expression of p-AMPK via Western blot. The results demonstrated that ISOGK also exhibited a comparable capacity to activate AMPK (**Figure S5J-K**).

### The anti-atherosclerotic and lipid-lowering effects of isoginkgetin in *Apoe^-/-^* mice are ACLY dependent

Male and female Acly^flox/flox^ mice were used to isolate PMH and infected with adenovirus vectors carrying either Cre or GFP for 24 h. Western blot verification confirmed that the Cre treatment group significantly reduced the expression of ACLY protein (**Figure S6A**). The application of Nile red staining revealed that ISOGK did not further diminish lipid deposition in PMH when ACLY was abrogated or depleted (**Figure S6B**). This finding suggests that ISOGK exerts its regulatory effects by impeding ACLY activity. Concurrently, in AML12 and Huh7 cells, it was observed that following ACLY knockdown, the ISOGK treatment group did not demonstrate a further reduction in the mRNA expression of lipid synthesis-related genes *Srebf1c* and *Fasn* (**Figure S6C-D**). Collectively, these *in vitro* experimental results provide compelling evidence to suggest that ACLY is the target of ISOGK.

Conjugating siRNA with N-acetylgalactosamine (GalNAc) is a promising strategy for depleting target gene expression specifically in the liver. GalNAc is a targeting ligand that exhibits high selectivity for asialoglycoprotein receptor 1 (ASGR1), which is abundantly and specifically expressed in hepatocytes 43, 44. In this study, we employed GalNAc-siAcly to knock down Acly in the liver of *Apoe*^-/-^ mice that were fed high cholesterol diet for 15 weeks. ISOGK was administered starting from the 7^th^ week for 8 additional weeks (**Figure 7A**). The protein level of ACLY in the mouse liver was significantly decreased in the GalNAc-siAcly group, and no apparent changes were detected in the kidneys by Western blot assay (**Figure 7B**). The qRT-PCR results also supported the same conclusion (**Figure S7A**). The body weight and blood glucose of the *Apoe*^-/-^ mice assessed at the time of euthanasia, and no significant differences were found among the indicated groups (**Figure S7B**). These results suggest successful and specific knockdown of *Acly* in the liver of *Apoe*^-/-^ mice using the GalNAc conjugation strategy.

To determine whether ISOGK mediated anti-atherosclerotic effects depends on ACLY inhibition, we analyzed the plaque area of the whole aorta and the aortic sinus in control mice and GalNAc-siAcly treated mice. The size of aortic plaques in ISOGK-treated *Apoe*^-/-^ mice was significantly lower compared to the vehicle group. Additionally, in the mice of the *Acly* knockdown group, the plaque area was not decreased further by ISOGK (**Figure 7C**). Analysis of Oil Red O staining and H&E staining in the aortic sinus revealed that the lesion areas and necrotic core area of the ISOGK-treated group were significantly reduced. While, the effect of ISOGK treatment on atherosclerosis was not observed in *Acly* knockdown* Apoe*^-/-^ mice (**Figure 7D-F**). Also, the lipid-lowering effect of ISOGK was not further observed in *Acly* knockdown *Apoe^-/-^* mice (**Figure 7G**). In conclusion, the results indicate that the anti-atherosclerotic and lipid-lowering effects of ISOGK depends on ACLY inhibition.

## Discussion

ASCVDs are the leading cause of global morbidity and mortality 45, 46. Due to unhealthy lifestyles and an aging population, the prevalence of ASCVDs is increasing 47, 48. Identifying potential drugs for the prevention and treatment of atherosclerosis is therefore a major medical need. LDL-C is causally related to the risk of atherosclerosis and its complications from evidence gleaned from preclinical and clinical studies 49, 50. In addition, Nordestgaard *et al*. 51 reported that individuals with familial hypercholesterolemia attain the LDL-C burden threshold at an earlier stage, resulting in the accelerated progression of atherosclerotic diseases. Lipid-lowering drugs, such as statins, PCSK9 inhibitors, ezetimibe and fibrates, have significantly contributed to the management of dyslipidemia 52. However, the use of first-line statins can be associated with some side effects, such as muscle pain, liver enzyme elevation, and increased risk of onset diabetes, which may somehow limit their utility 9; additionally, for some of the patients at high to extremely high CVD risk, more intensive LDL-C reduction may be necessary 53. In this regard, natural products are alternative or complementary therapies for managing hyperlipidemia 54.

*Ginkgo biloba* L., is an eminent herbal preparation derived from the dried leaves of ginkgo trees. The extract of *Ginkgo biloba* is widely used in the clinical prevention and treatment of various diseases. It is traditionally known for promoting blood circulation, activating meridians to alleviate pain, dissolving turbidity, and reducing lipid levels 55, 56. ISOGK, a biflavonoid derived from *Ginkgo Biloba*, is a known RNA splicing inhibitor 57. It has been reported to have various protective effects, including anti-inflammatory, antioxidant, and anti-tumorigenic properties 58, 59. In fibrosarcoma, ISOGK hindered the expression of MMP9 by disrupting NF-κB signaling, consequently impeding the invasion of HT1080 cells 60. ISOGK demonstrated pro-apoptotic effects in HeLa cells by enhancing the expression of BAX and cleaved Caspase 3 58. Additionally, ISOGK induced the unfolded protein response (UPR) and autophagy pathway by suppressing the activity of the 20S proteasome, resulting in cell death in Hela cells 61. It has also been identified as a promising pharmacological candidate for mitigating obesity-induced oxidative stress and cardiomyocyte damage via the activation of NRF2 62. Our findings in this experimental study demonstrate that ISOGK treatment did not induce any evident signs of toxicity in the liver, kidney, spleen, lung, or heart *in vivo*. Histological analyses showed no tissue damage or abnormalities in the organs. Additionally, we demonstrated that ISOGK does not significantly inhibit the *hERG* channel current, further supporting the potential cardiac safety of ISOGK. Our study on the effect of ISOGK treatment on high cholesterol diet-induced atherosclerosis in *Apoe*^-/-^ mice unravel a significant reduction in aortic plaques, regardless of gender. Furthermore, there was a reduction in both the plaque area and the necrotic core area in the aortic sinus. There were no significant changes in serum markers of inflammation, such as CRP, IL-1β, and IL-6. Further investigation is required to determine whether ISOGK possesses anti-inflammatory effects in the local atherogenic milieu.

Based on the liver RNA-sequencing results, it was discovered that ISOGK primarily regulates the metabolism of fatty acids and cholesterol. Overall, the findings suggest that ISOGK has potential therapeutic benefits for metabolic disorders. The study demonstrated that ISOGK treatment protects against atherosclerosis induced by high cholesterol diet in *Apoe*^-/-^ mice by lowering the LDL-C levels. Additionally, in the hamster model of diet-induced hypercholesterolemia, ISOGK has a significant lipid-lowering effect.

ISOGK has been demonstrated to possess antioxidant properties *in vivo* and to promote Nrf2 stability by hindering its proteosome-dependent degradation, thereby safeguarding against obesity-induced cardiomyopathy 62. However, the agarose gel electrophoresis experiment demonstrated that ISOGK did not effectively inhibit the oxidation of LDL in our study. The redox-related indicators GSH, MDA, SOD, and ox-LDL were measured in *Apoe*^-/-^ mice serum, and no significant difference were observed. Further experimental results *in vivo* are necessary to exclude the potential contribution of ISOGK to atheroprotection by preventing oxidative stress.

Statins have been the cornerstone of CVD management, but statin intolerance and residual risk have highlighted the need for novel targets with good safety profile, and low risk of nonadherence and discontinuation 63. ACLY is an essential enzyme in the cholesterol and fatty acid biosynthesis pathway. It converts citrate to acetyl-CoA, which is a precursor for cholesterol and fatty acid synthesis. Inhibiting ACLY has emerged as a promising approach to managing hyperlipidemia by reducing hepatic lipogenesis and TG-VLDL secretion 20, 64, 65. This reduction in hepatic *de novo* lipogenesis offers a distinct therapeutic mechanism compared to statin therapy. Our results show that ISOGK can inhibit the synthesis of fatty acids and cholesterol in primary mouse hepatocytes. Additionally, ISOGK significantly inhibits the activity of ACLY, as confirmed *in vitro* and *in vivo*. Knocking down ACLY in the liver of mice via GalNAc-siAcly abolished the therapeutic effects of ISOGK. Altogether, these results suggest that ISOGK lowers circulating and hepatic cholesterol levels by inhibiting ACLY activity.

When interpreting the data presented in this study, it is important to consider several limitations. Firstly, although the beneficial effect of ISOGK in the treatment of diet-induced atherosclerosis in mouse and hamster models has been demonstrated, the therapeutic efficacy of this agent in other models of atherosclerosis, such as those involving blood flow disturbance (disturbed blood flow induced by partial carotid ligation), remains uncertain. Furthermore, as a flavonoid compound, the metabolic form of ISOGK *in vivo* remains unclear, including whether it can be metabolized to monoflavonoid compounds. The pharmacophore of ISOGK that are responsible for its effects will continue to be subjected to analysis, and structural optimization may be necessary to improve its solubility and bioavailability. In addition, its safety and efficacy in large animal models of atherosclerosis are warranted in future studies. Further, to investigate the specific cellular effects of ISOGK within atherosclerotic lesions, it would be beneficial to use single-cell transcriptomics or spatial transcriptomics to provide detailed insights into the responses of various cell types (such as immune cells, vascular endothelial cells, and smooth muscle cells) to ISOGK treatment. Most important of all, clinical research is required to investigate the potential therapeutic benefits of ISOGK in the treatment of atherosclerosis in clinical settings.

## Conclusions

In summary, this study provides the first preclinical evidence in support of the lipid-lowering and atheroprotective of ISOGK by targeting ACLY enzyme activity. These findings indicate that the novel ACLY inhibitor ISOGK holds promise for clinical translation and suggest the potential therapeutic value of ISOGK in treating atherosclerotic vascular diseases.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
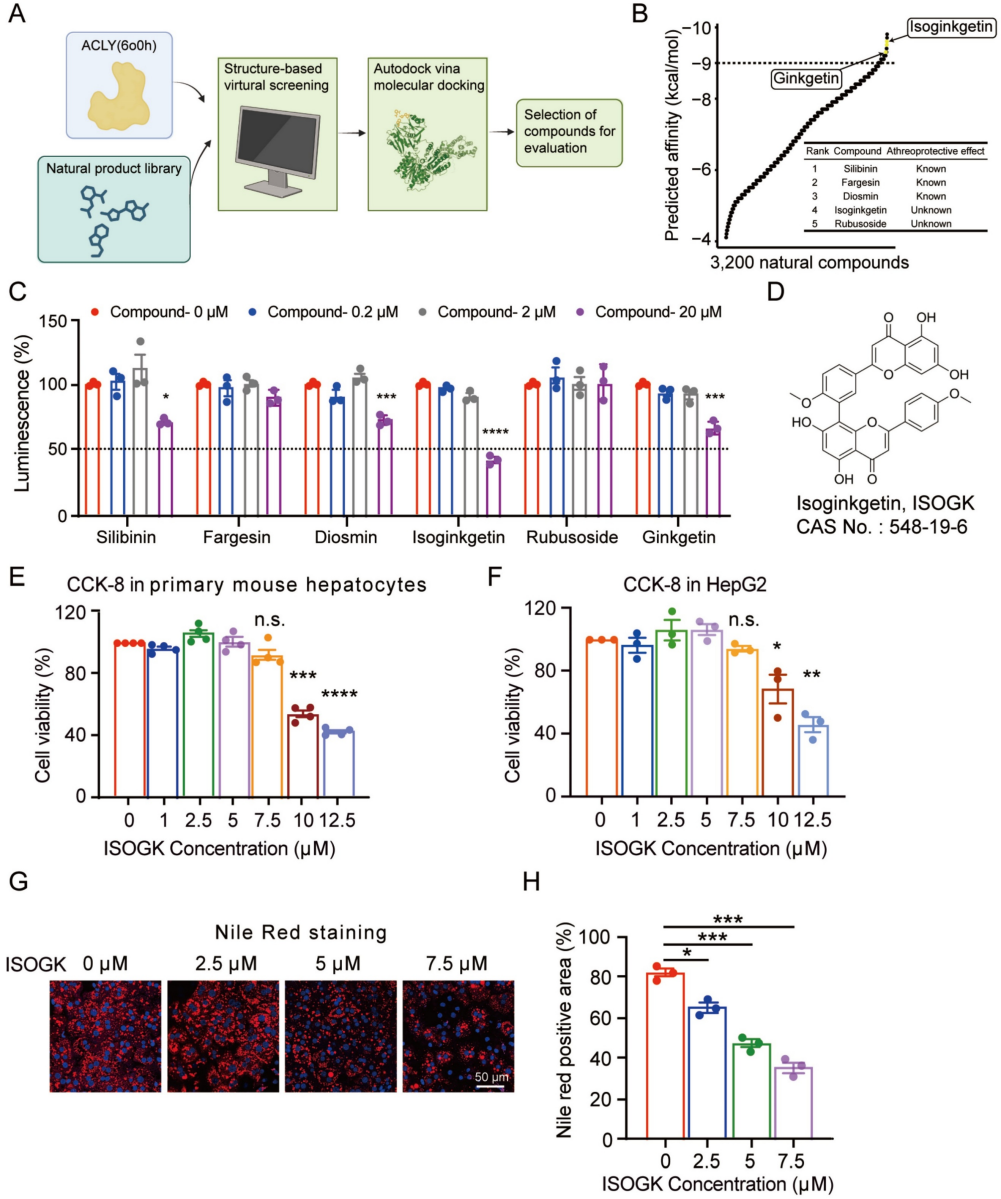
** Discovery of Isoginkgetin as a naturally-occurring ACLY inhibitor.** (A) Schematic diagram of molecular autodocking. Briefly, we conducted virtual molecular docking based on the structure of the ACLY protein to screen for potential natural small molecules that interact with ACLY from a natural product library comprising 3,200 compounds. (B) The predicted affinity results of A. (C) The inhibitory effect of the top candidates on ACLY enzyme activity was evaluated *in vitro* using the ADP-Glo assay (n = 3). One-way ANOVA followed by Bonferroni's post hoc test. Compared with compound 0 µM. (D) Chemical structure of ISOGK. (E) The cell viability in primary hepatocytes from C57BL/6J mouse treated with dose-dependent ISOGK detected by CCK-8 assay (n = 4). One-way ANOVA followed by Bonferroni's post hoc test. Compared with ISOGK 0 µM. (F) The cell viability in HepG2 cell line treated with dose-dependent ISOGK detected by CCK-8 assay (n = 3, technical replicates). One-way ANOVA followed by Bonferroni's post hoc test. Compared with ISOGK 0 µM. (G) Representative images of Nile Red staining in primary hepatocytes isolated from mice fed a high fat diet for 16 weeks which are treated with vehicle or indicated concentrations ISOGK for 12 h. (H) Quantitative analysis of G (n = 3). One-way ANOVA followed by Bonferroni's post hoc test. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
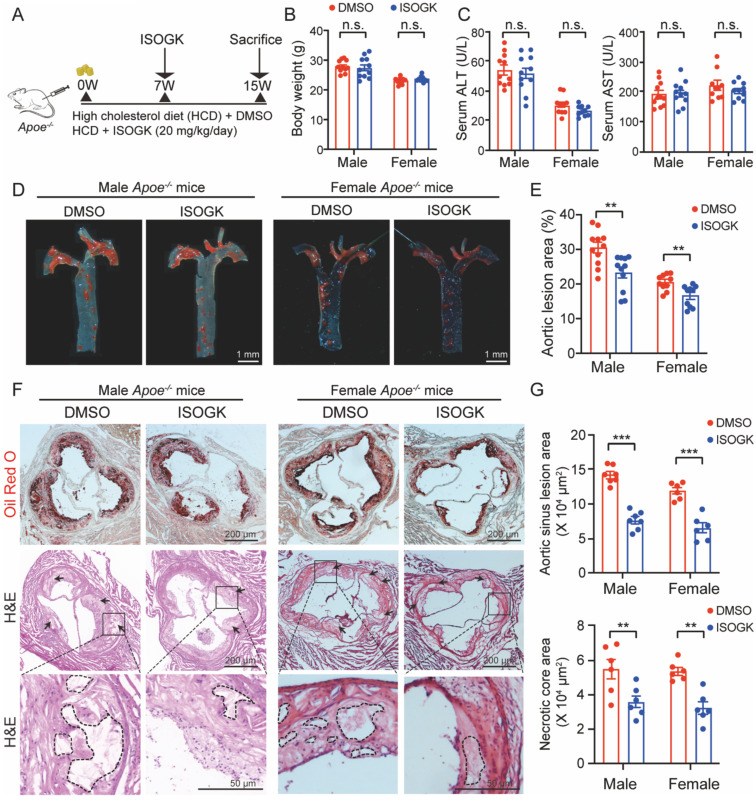
** Isoginkgetin attenuates atherosclerosis in male and female *Apoe^-/-^* mice.** (A) Scheme of study design. Male and female *Apoe^-/-^* mice were induced by high cholesterol diet for 7 weeks. Animals then received ISOGK treatment (20 mg/kg/day) for another 8 weeks. (B) The body weights were shown after ISOGK treatment for 8 weeks (n = 10 or 11). Two-tailed Student's t test. (C) Serum ALT, AST levels of *Apoe^-/-^* mice treated with or without ISOGK (n = 10 or 11). Two-tailed Student's t test. (D) Representative images of Oil Red O staining of *en face* aortas from male and female *Apoe^-/-^* mice fed high cholesterol diet. (E) Quantification of *en face* plaque areas as a percentage of the area in D (n = 10 or 11). Two-tailed Student's t test. (F) The representative images of Oil Red O (upper) staining and H&E (lower) staining of the aortic sinus from male and female *Apoe^-/-^* mice fed high cholesterol diet. Arrow indicates necrotic core area. (G) Quantitative analysis of F (n = 6 or 7). Two-tailed Student's t test. The data are means ± SEM, n.s., not significant, **P < 0.01, ***P < 0.001.

**Figure 3:**
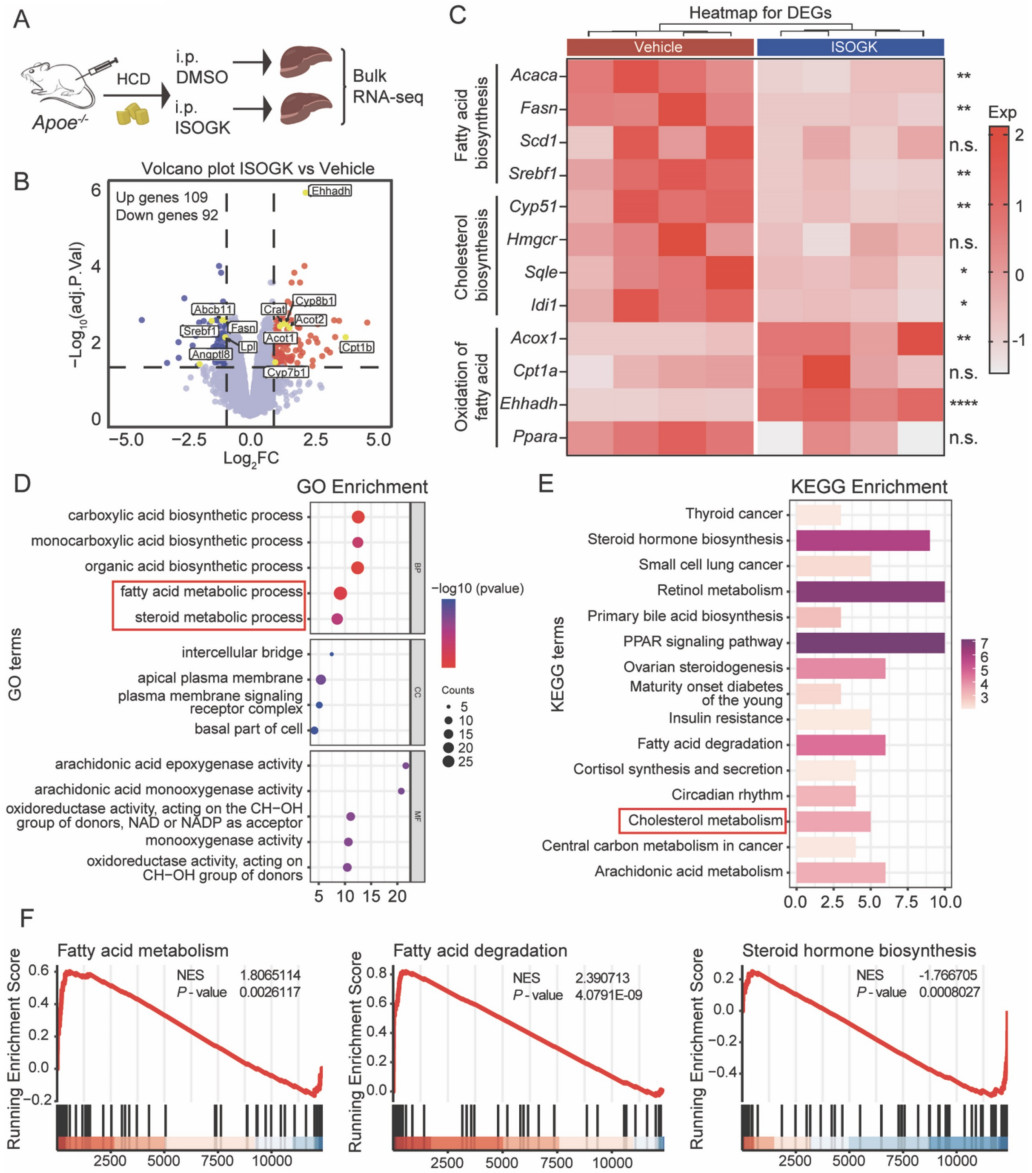
** Isoginkgetin modulates lipid metabolism in *Apoe^-/-^* mouse liver.** (A) Scheme of sample processing. (B) Volcano plot showing differential expression genes (adjusted P < 0.05, | log2 (Fold change) | > 1). (C) Heat map displaying the indicated gene expression in liver tissues from *Apoe^-/-^* mice with or without ISOGK (n = 4). (D) GO enrichment analysis of transcriptomes from *Apoe^-/-^* mice liver samples. (E) KEGG pathway enrichment analysis of transcriptomes from *Apoe^-/-^* mice liver samples. (F) GSEA analysis of transcriptomes from *Apoe^-/-^* mice liver samples. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 4:**
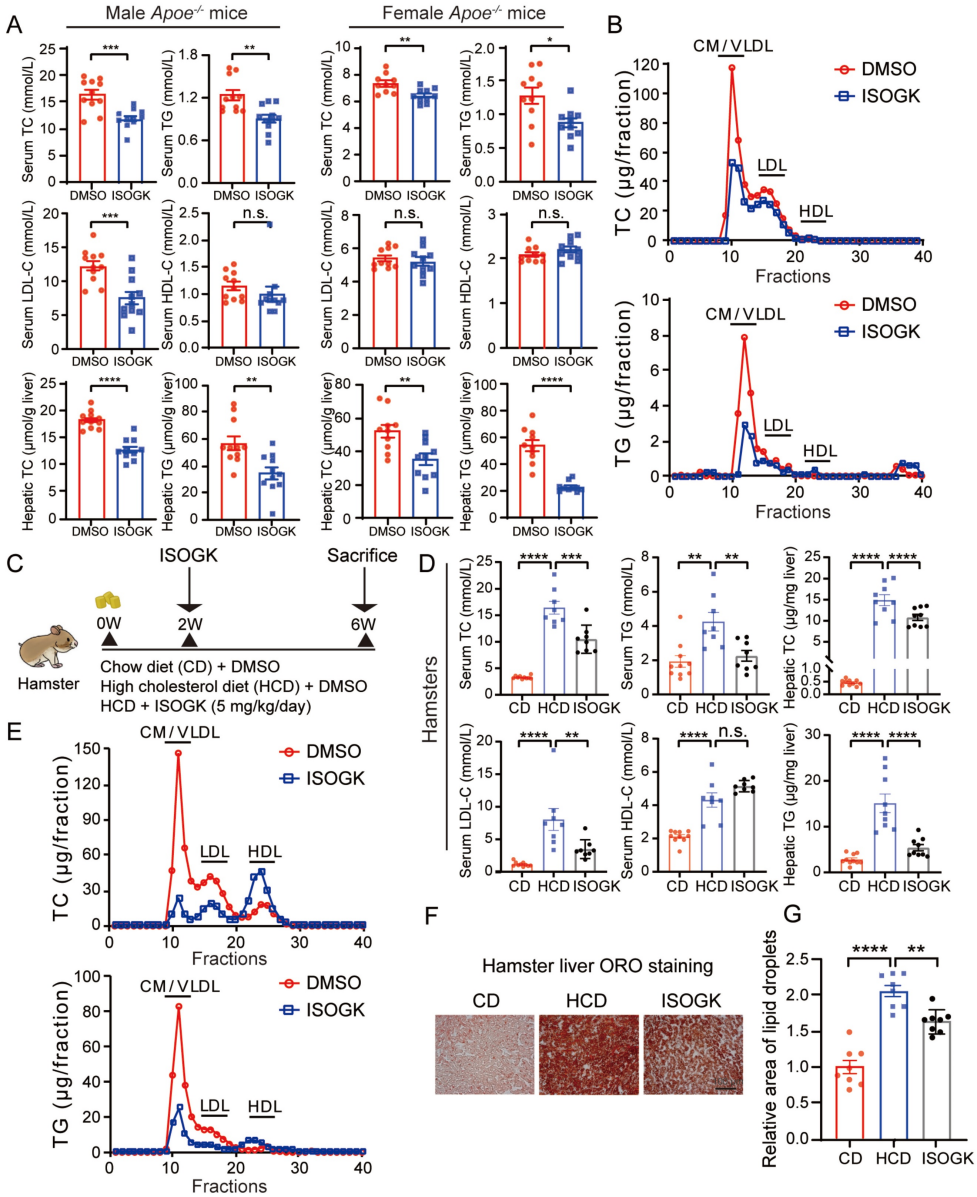
** Isoginkgetin displays lipid-lowering effects in hyperlipidemia mice and hamsters.** (A) Serum levels of TC, TG, LDL-C, HDL-C, and hepatic levels of TC, TG from male and female *Apoe^-/-^* mice fed high cholesterol diet 7 weeks and administrated ISOGK 8 weeks (n = 10 or 11). Two-tailed Student's t test. (B) The distribution of TC and TG in pooled plasma samples from the indicated female *Apoe*^-/-^ mice. (C) Study design of the hamster's experiment. (D) Plasma levels of TC, TG, LDL-C, HDL-C, and hepatic levels of TC, TG in the indicated hamster's group after treatment ISOGK or vehicle for 4 weeks (n = 8 - 10). One-way ANOVA followed by Bonferroni's post hoc test. (E) The distribution of TC and TG in pooled plasma samples from the indicated hamsters. (F) Representative images of Oil Red O staining in liver sections from the indicated groups. (G) Quantitative analysis of F (n = 8). One-way ANOVA followed by Bonferroni's post hoc test. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
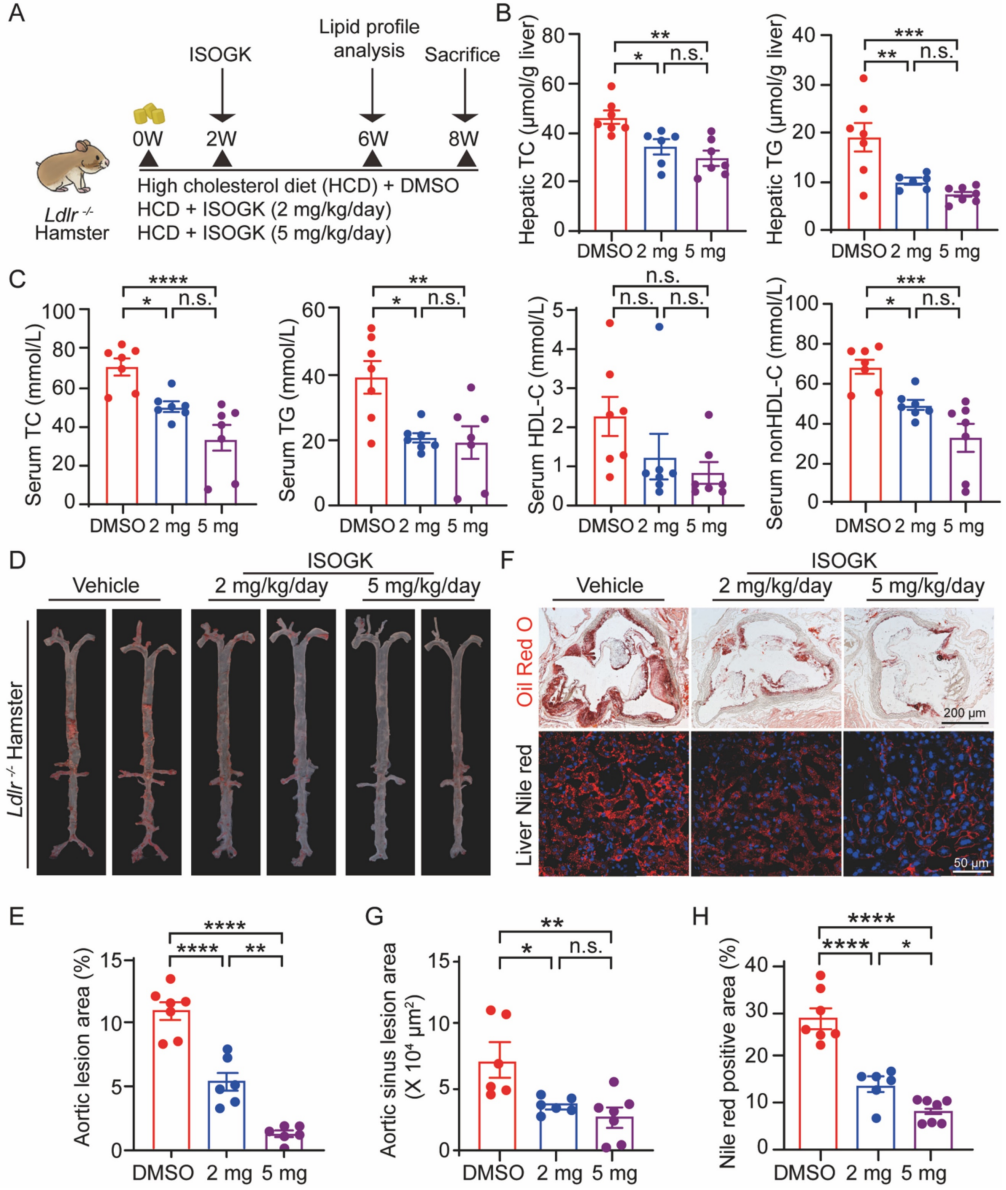
**Isoginkgetin ameliorates hyperlipidemia and atherosclerosis in *Ldlr^-/-^* hamsters.** (A) Scheme of study design. Briefly, 8-week-old male *Ldlr^-/-^* hamsters were induced by high cholesterol diet for 2 weeks and then administrated ISOGK (2 mg/kg/day and 5 mg/kg/day) treatment for another 6 weeks. (B) Hepatic levels of TC, TG in the indicated* Ldlr^-/-^* hamster's group after treatment ISOGK or vehicle for 8 weeks (n = 6 or 7). One-way ANOVA followed by Bonferroni's post hoc test. (C) Serum TC, TG, HDL-C and non-HDL-C levels in the indicated *Ldlr^-/-^* hamster's group after treatment ISOGK or vehicle for 6 weeks (n = 7). One-way ANOVA followed by Bonferroni's post hoc test. (D) Representative images of Oil Red O staining of *en face* aortas in indicated *Ldlr^-/-^* hamsters group. (E) Quantitative analysis of D (n = 6 or 7). One-way ANOVA followed by Bonferroni's post hoc test. (F) Representative images of Oil Red O staining in *Ldlr^-/-^* hamsters' aortic sinus and representative images of Nile Red staining in *Ldlr^-/-^* hamsters' liver tissues. (G-H) Quantitative analysis of F (n = 6 or 7). One-way ANOVA followed by Bonferroni's post hoc test. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
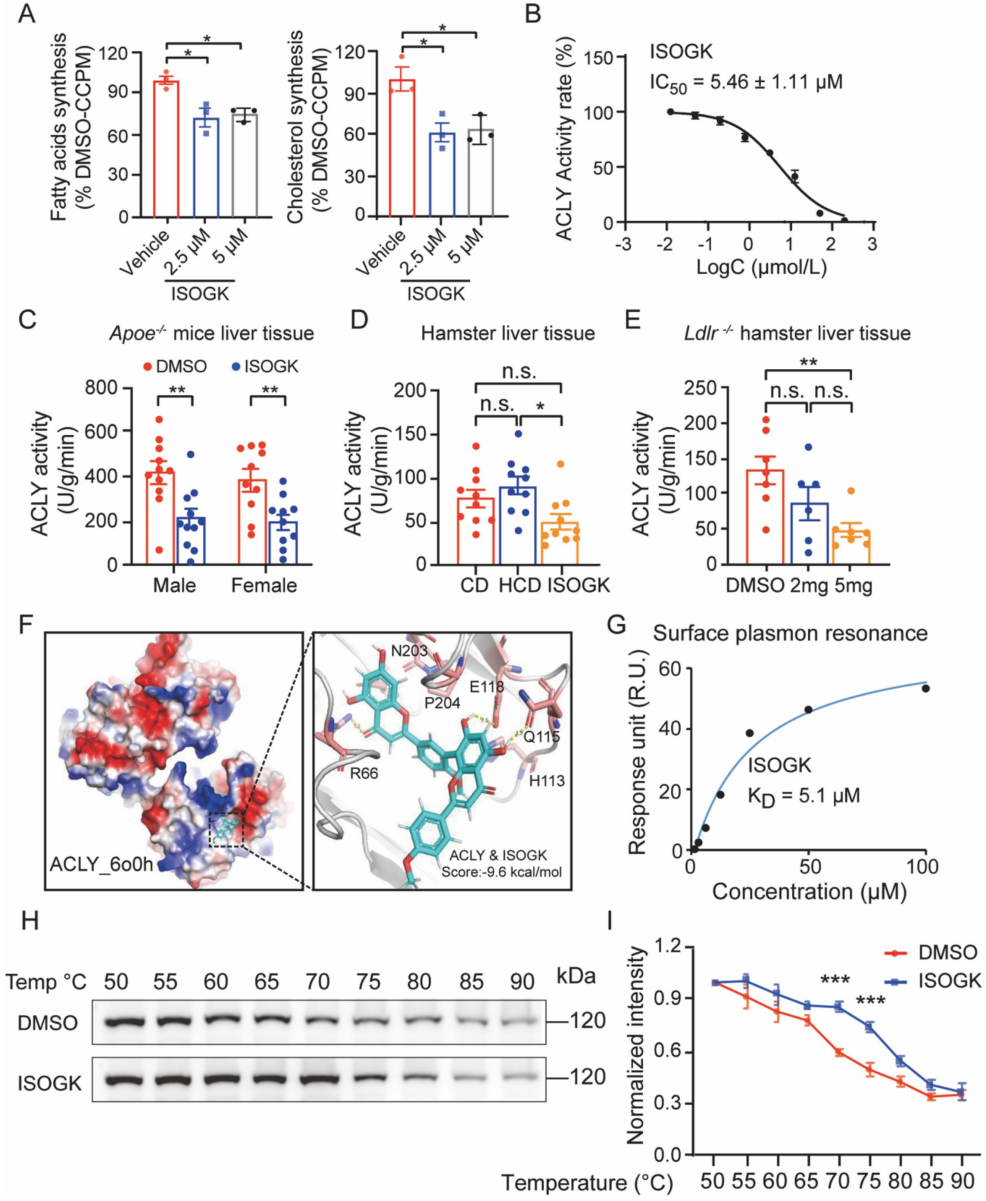
** Isoginkgetin inhibits ACLY activity *in vitro* and *in vivo.*** (A) Primary hepatocytes from C57BL/6J mice were cultured with vehicle or 5 µM ISOGK for 4 h in the presence of [1,2-^14^C]-acetate. The hepatic lipogenesis was calculated (n = 3). One-way ANOVA followed by Bonferroni's post hoc test. (B) Dose-dependent inhibition of purified, recombinant ACLY after incubation with ISOGK, the activity at control was defined as 100%. (C) ACLY enzyme activities were measured from the liver extracts of male and female *Apoe^-/-^* mice fed high cholesterol diet 7 weeks and administrated ISOGK 8 weeks (n = 10 or 11). Two-tailed Student's t test. (D). ACLY enzyme activities were measured from the liver extracts of hamster after treatment ISOGK or vehicle for 4 weeks (n = 10). One-way ANOVA followed by Bonferroni's post hoc test. (E) ACLY enzyme activities were measured from the liver extracts of *Ldlr^-/-^* hamster after treatment with or without ISOGK for 8 weeks (n = 6 or 7). One-way ANOVA followed by Bonferroni's post hoc test. (F) Molecular docking has predicted the binding sites of ISOGK with ACLY. (G) The interaction of ACLY with ISOGK was measured by surface plasmon resonance. (H) CETSA analyzed the thermal stabilization of ACLY with isoginkgetin in AML12 cell lysates. (I) Quantitative analysis of H (n = 3). Two-way ANOVA with Dunnett's T3 post hoc analysis. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
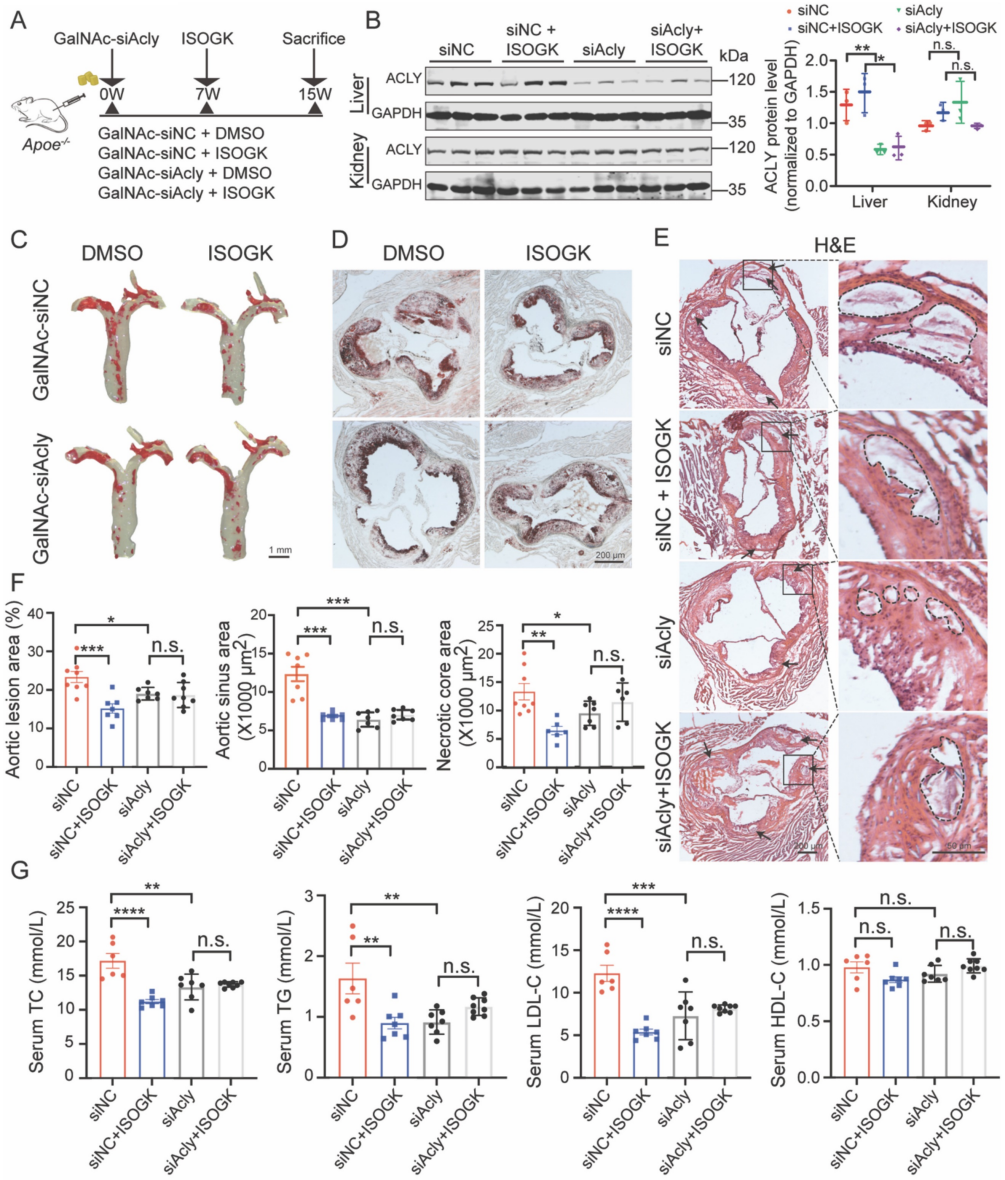
**The anti-atherosclerotic and lipid-lowering effects of isoginkgetin in *Apoe^-/-^* mice were ACLY-dependent.** (A) Scheme of study design. Briefly, male *Apoe^-/-^* mice were induced by high cholesterol diet for 7 weeks and administrated GalNAc-siAcly (3 mg/kg/month). Animals then received ISOGK (20 mg/kg/day) treatment for another 8 weeks. (B) Immunoblotting analysis and quantification of ACLY protein in liver and kidney tissues from indicated groups (n = 3). One-way ANOVA followed by Bonferroni's post hoc test. (C) Representative images of Oil Red O staining of *en face* aortas from male *Apoe^-/-^* mice fed high cholesterol diet. (D) Representative images of ORO staining of the aortic sinus from male *Apoe^-/-^* mice fed high cholesterol diet. (E) Representative images of H&E staining of the aortic sinus from male *Apoe^-/-^* mice fed High cholesterol diet. (F) Quantitative analysis of C-E (n = 6 - 8). One-way ANOVA followed by Bonferroni's post hoc test. (G) Plasma levels of TC, TG, LDL-C and HDL-C in the indicated groups (n = 6 - 8). One-way ANOVA followed by Bonferroni's post hoc test. The data are means ± SEM, n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

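Liver mRNA was measured by RNA sequencing in 4 vehicle-treated and 4 ISOGK-treated *Apoe*-/- mice, with 1 library per mouse. Each library was assigned to its group and replicate number from its deposited label, and the columns of the table named for the solvent DMSO were taken as the vehicle group, since Figure 3A names DMSO as the vehicle. The authors aligned single-end reads to the mouse genome in Ensembl with HISAT2 and computed raw counts per gene with StringTie. The deposited values are whole-number counts per gene symbol, without normalization. The genome build, the Ensembl release and the use of strand in counting are not named in the paper's text. The authors normalized counts with DESeq2 and ran gene set enrichment in Java GSEA; the normalized values were not used here.

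From the counts, genes were filtered with edgeR's filterByExpr (minimum count of 10, minimum total of 15), which left 12307 of 16540 genes. Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (robust option) in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method. Differential expression required an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. No replicate number was used as a block, since the mice are not said to be paired. For single genes, CPM with TMM factors are given, log2 CPM were computed with a prior count of 2, and two-sided exact permutation tests on log2 CPM have 0.0286 as their smallest p. The counting of reads without molecular identifiers gives precision for counting error only; the biological coefficient of variation common to all genes was 0.164.

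Gene sets were scored with fgsea 1.28.0, with genes ranked by signal-to-noise ratio of counts scaled by DESeq2's size factors and a floor on the SD of 0.2 times the mean. The 10 pathway lists were compiled by hand before the data were examined, although after Figure 3 had been seen. Over-representation was tested with one-sided Fisher's exact tests within the tested genes. Lists of target and marker genes were tested with camera in limma 3.58.1, with the correlation between genes estimated from the mice, and the pathway lists with camera and fry. Of the 16540 symbols, 16211 matched GENCODE M21 (GRCm38), 10 matched through a synonym and 319 did not match; coordinates are those of GRCm38.

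The genes named in the text were those listed in Figure 3C or labelled in Figure 3B, *Acly* and *Apoe*, the 5 genes with the largest rise and the 5 with the largest fall whose groups did not overlap, and up to 3 members of each list with the smallest adjusted p; a few others are marked as chosen later, and some genes under this rule are not reported here. Alternatives were the Wald test of DESeq2 1.42.0, limma-voom, DESeq2's size factors or library size alone in edgeR, no filter beyond 1 count, a minimum of 10 counts in every library, the test without the robust option, the replicate number as a block, other rankings and gene set tests, Reactome lists, and each mouse left out in turn. A correction for GC content and transcript length was added after the data had been examined.

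The methods were tested on simulated counts drawn from the means and library sizes of the real data. Every changed gene was given an absolute log2 fold change over 1, so the recovery does not apply to smaller changes. Of 194 changed genes among 12193 tested, edgeR called 180 (92.8%), with 11 false calls, DESeq2 called 185 with 26 false calls, and limma-voom called 183 with 9. Among 12207 genes simulated without change, edgeR made 0 calls. A raised set of 30 genes had an NES of 3.18 and an untouched set of 30 genes had an NES of -1.05. Genes were drawn independently of each other, so these sets do not test the effect of correlation between genes.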

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

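The tests of a difference in the share of abundant genes, of ATF4 targets, of GC content and length and of skeletal muscle markers were chosen only after the results were seen; the other tests in this part were not.

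In vehicle-treated mouse 1, *Cyp7b1* had 150.8 CPM, against 71.8 to 77.3 CPM in the other 3 vehicle-treated mice. The gap to the nearest mouse was 0.9 of the range of the group, above the critical value of Dixon's test for 4 samples. Without this mouse, the log2 fold change of *Cyp7b1* was 1.46 (edgeR adjusted p = 0.0248), and over all alternatives its adjusted p ranged from 0.00154 to 0.201. In vehicle-treated mouse 4, 15369 genes were detected, against 14997 to 15042 in the other vehicle-treated mice, a gap of 0.879 of the range. Of 104 groups of values examined in this way, 2 exceeded the critical value, while 5.2 are expected by chance, so the gaps alone need no explanation beyond chance. The total count of vehicle-treated mouse 4 lay within the range of its group. All 10 of 10 skeletal muscle markers had their highest count in this mouse (22 to 451 counts, against at most 9 in any other library), so muscle in this sample may account for some of its additional genes. Without this mouse 161 genes were called, 145 of them among the 200. For *Cyp7b1* in vehicle-treated mouse 1 no biological explanation was tested.

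The paper's text and figures do not discuss 9 of the 10 genes with the largest changes among those whose groups did not overlap. The higher ones are *E030018B13Rik* (log2 fold change 5.11), *Cidec* (3.92), *Phospho1* (3.71) and *Asns* (3.45), and the lower ones are *Cyp2b9* (-4.07), *Prok1* (-2.81), *Car3* (-2.65), *Clec2h* (-2.54) and *Gstm3* (-2.28). In all 9 genes the 4 ISOGK-treated mice lay on one side of the 4 vehicle-treated mice, which was part of how they were chosen. Across the alternatives, *Phospho1* lost its adjusted p under 0.05 in 5 fits and *Clec2h* in 3, and the other 7 genes kept theirs in every alternative that tested them.

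Several technical explanations were weighed for these genes. The total counts of the groups did not differ detectably (exact permutation test, p = 0.2). The share of counts taken by the 50 most abundant genes did differ (exact permutation test, p = 0.0286), and a different scaling moved the median of all genes by -0.13 on the log2 scale, far less than these changes. With a correction for GC content and transcript length, 193 genes passed both thresholds, 179 of them among the 200 called without it, and all 9 genes stayed among them, with log2 fold changes from 3.38 to 4.94 for the higher and from -4.12 to -2.40 for the lower genes. *Cidec* is on the list of PPAR alpha targets, which were higher as a group (camera, p = 0.0076; exact permutation test of the list mean, p = 0.0286), so induction of these targets is a candidate explanation for it. *Asns* is on the list of the unfolded protein response, which did not move as a group (camera, p = 0.801; exact permutation test of the list mean, p = 0.429), and ATF4 targets did not either (p = 0.757 and 0.343). *Cyp2b9* and *Gstm3* are on the list of CAR and PXR targets, which were lower, as these genes were (camera, p = 0.0362, and exact permutation test of the list mean, p = 0.0286). Of that list 14 of 18 genes were lower, but the adjusted p of camera was 0.152 over 36 lists. The list was not tested without *Cyp2b9* and *Gstm3*, so part of its fall is their own. *Car3* is on a list of adipocyte markers, of which 2 of 8 were tested. The other, *Fabp4*, did not change detectably (log2 fold change -0.15, edgeR adjusted p = 0.788). *Car3* had 15546 to 24547 counts per vehicle library, against 230 to 300 for *Fabp4* and 2 to 13 for the untested *Cfd*. These values argue against fat in the samples as the source of the fall of *Car3*. For *E030018B13Rik*, *Phospho1*, *Prok1* and *Clec2h* no biological explanation was tested.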

How the results depend on the processing

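The correction for GC content and transcript length was chosen after the data had been examined; the other alternatives were not.

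Of the counts of differentially expressed genes, the one most affected by scaling was that of lower genes. With library size alone in place of TMM, 94 genes were higher and 120 lower, so 43.9% of the calls were higher, against 61.5% with TMM, and the median log2 fold change of all genes moved to -0.13. DESeq2's size factors gave 120 higher and 78 lower genes. The Wald test of DESeq2 gave 1435 genes with an adjusted p under 0.05 at any fold change, against 929. Over the 8 fits that each left out a mouse, the number of higher genes ranged from 77 to 136, of lower genes from 46 to 114, and of genes at any fold change from 379 to 1235. Of the 200 genes, 91 were called in each of those 8 fits and 76 in every alternative set beforehand (52 higher and 24 lower). The number of Figure 3 genes past the adjusted p threshold was 15, and ranged from 12 to 17 over the alternatives.

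With the replicate number as a block, 102 genes were higher and 68 lower, and 827 passed at any fold change. The deviations of same-numbered mice from their group means had a mean correlation of 0.0397 (range -0.0144 to 0.0849), and same-numbered mice are different animals. With GC content and transcript length corrected, 120 genes were higher, 73 lower and 1081 passed at any fold change; with the block and this correction together the numbers were 93, 63 and 924.

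The scores of the 4 pathway lists kept their direction in each alternative. The median log2 fold change of fatty acid metabolism genes, 0.139, was 0.000521 with library size alone and 0.052 with GC content and length corrected. Fry tests for a change of a list in a shared direction. Its adjusted p was 0.00102 for fatty acid degradation, 0.00848 for fatty acid metabolism, 0.083 for sterol and 0.0763 for steroid hormone biosynthesis. Camera, which allows for correlation between genes, did not pass the threshold for fatty acid metabolism (p = 0.182), sterol biosynthesis (p = 0.276) or steroid hormone biosynthesis (p = 0.239), and for fatty acid degradation its adjusted p was 0.165 over the 10 pathway lists (p = 0.156 with the replicate block; exact permutation test of the list mean, p = 0.0286). The score for sterol biosynthesis ranged from -1.95 to -1.30 over the fits that left out a mouse, and that for fatty acid degradation from 2.62 to 2.80. With genes ranked from the fit with the replicate block, the scores were 2.77, 1.91, -1.70 and -1.72 for fatty acid degradation, fatty acid metabolism, sterol and steroid hormone biosynthesis.

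Over-representation of cholesterol metabolism genes, 3.77 times the expected number, passed the threshold with calls from limma-voom (6.04), with calls past adjusted p alone (2.16) and with the replicate block (5.91), and ranged from 2.76 to 6.42 with each mouse left out. For sterol biosynthesis genes the ratio of 0 (12 genes at an unadjusted p under 0.05) became 3.97 with calls past adjusted p alone, and ranged from 0 to 9.27 with each mouse left out. The highest sterol ratio, 9.27 without ISOGK-treated mouse 2, rested on 2 of 20 genes, so single genes near a threshold move it far. *Idi1*, on that list, had log2 fold changes on both sides of the threshold of 1 (-1.09 to -0.82). Beyond such small numbers of genes, the cause of these changes was not tested. Fatty acid metabolism kept its side of the threshold throughout, with 7.10 under the replicate block.

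For the 33 genes followed over the alternatives, 494 of 523 results kept their direction and side of the adjusted p threshold, whatever the size of the change, 17 were weaker, 9 stronger and 3 had the opposite sign. The 3 with the opposite sign were all of *Ppara*, at -0.062 with library size alone and at -0.00129 and -0.00566 without ISOGK-treated mice 2 and 3, in a range up to 0.135 with each mouse left out; its fold change of 0.06 is within its standard error of 0.115. Fold changes near the threshold of 1 fell on both sides of it for *Fasn* (-1.18 to -0.93), *Abcb11* (-1.22 to -0.99) and *Lpl* (-1.15 to -0.83). The same held for *Cyp7b1* (0.82 to 1.46) and for *Idi1* (-1.09 to -0.82), which is on the sterol biosynthesis list.

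Depth limits the genes with few counts. *E030018B13Rik* had 1 to 7 counts per vehicle library and *Cpt1b* 0 to 21, so the size of their fold changes is uncertain, and neither was tested when 10 counts were required in every library, which left 91 higher and 66 lower genes.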

Differences from the paper's values

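In Fig. 3B the paper's log2 fold change of *Ehhadh* is about 2.3, read by eye, against 2.57 here. With library size alone in place of TMM normalization it was 2.44, which does not differ from the paper's value by more than the spread between mice; the other alternatives set before the data were examined gave 2.51 to 2.62 and did not close the gap.

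In Fig. 3E the paper's number of cholesterol metabolism genes among the differentially expressed genes is about 5, read by eye, against 3 here. Numbers of genes were taken to differ when their ratio was over 1.5. By this rule, the gap closed with calls from limma-voom (5 genes), with the replicate block (4), and without vehicle-treated mouse 1 (4) or 3 (4) or ISOGK-treated mouse 1 (5) or 3 (4). It did not close with calls from DESeq2 (3), with calls past adjusted p alone (8), with at least 10 counts in every library (2), or without vehicle-treated mouse 2 (2) or 4 (3) or ISOGK-treated mouse 2 (2) or 4 (2). The lists here were compiled by hand and are not those of KEGG.

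In Fig. 3E the paper's number of circadian rhythm genes is about 4, read by eye, against 1 here. Calls from DESeq2 (6 genes) and from limma-voom (6) gave more than the paper's number, within a ratio of 1.5. Without ISOGK-treated mouse 1 the number was 10, and the remaining alternatives set before the data were examined gave 1 or 2.

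Some single genes were called differently. The paper marks *Sqle* as significantly lower in Fig. 3C, where the legend gives the marks as P and states no adjustment. Here its log2 fold change was -0.77, with an edgeR unadjusted p of 0.0204 and an adjusted p of 0.128. At an unadjusted p under 0.05 it would thus be called as in the paper. None of the alternatives called it by adjusted p (from 0.0506 to 0.261). The paper marks *Cpt1a* as not significant in Fig. 3C, while here it rose by 0.60 (edgeR unadjusted p = 0.00208, adjusted p = 0.0371). It was also not significant with library size alone, with the replicate block, without vehicle-treated mouse 1, 2 or 3, and without ISOGK-treated mouse 1 or 2, with an adjusted p from 0.00526 to 0.118 over all alternatives. The paper labels *Angptl8* among the differentially expressed genes in Fig. 3B; its edgeR adjusted p was 0.177, and it was called with limma-voom (0.0387) and without ISOGK-treated mouse 1 (0.0307), with a range of 0.0307 to 0.347. The paper labels *Cyp7b1* there as well; its edgeR adjusted p was 0.0889, and it was called with DESeq2 (0.0323), limma-voom (0.0374), the test without the robust option (0.0425), the replicate block (0.00154) and without vehicle-treated mouse 1 (0.0248), with a range of 0.00154 to 0.201. *Lpl*, also labelled there, had a log2 fold change of -0.995 and so missed the fold-change threshold; it passed with limma-voom (-1.04), library size alone (-1.11), no filter beyond 1 count (-1.002), the replicate block (-1.04), and without vehicle-treated mouse 1 (-1.01) or 3 (-1.03) or ISOGK-treated mouse 1 (-1.15) or 3 (-1.08).

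The paper's text states that cholesterol metabolism was highly enriched; here its adjusted p was 0.0564 (Fisher's exact test), and it passed 0.05 with calls from limma-voom (0.00171), with calls past adjusted p alone (0.0323), with the replicate block (0.00574), and without vehicle-treated mouse 1 (0.00441), 3 (0.00489) or 4 (0.0318) or ISOGK-treated mouse 1 (0.00326) or 3 (0.0115). The text names sterol biosynthesis as lower, while Fig. 3F plots steroid hormone biosynthesis; here the scores were -1.63 for the first list and -1.85 for the second.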

Other observations

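The tests of mesothelial, ATF4, gluconeogenic, macrophage, ribosomal protein, SREBP1c and ChREBP and *Cyp4a* genes, of the share of abundant genes, of GC content and length, of skeletal muscle markers in single mice and of the clock genes of each mouse were chosen only after results were seen; the other tests in this part were not. Lists were tested with limma's camera, whose p-value is given first, and by a two-sided exact permutation test of the mean of the list in each mouse, whose p-value is given as the exact p; adjusted values are of camera's p over 36 lists.

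The paper reports no significant change in ACLY protein in the liver of *Apoe*-/- mice (Figure S5E). At the level of mRNA, *Acly* mRNA was 119 ± 10.4 CPM (SD, n = 4) with vehicle and 79.0 ± 8.4 CPM with ISOGK, a log2 fold change of -0.60 (edgeR adjusted p = 0.00591) that kept its side of the adjusted p threshold in all 16 alternatives. *Apoe*, the targeted gene, had 163 to 218 CPM in vehicle-treated mice and 203 to 342.5 CPM in ISOGK-treated mice; these counts do not show the knockout.

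Target genes of PPAR alpha were higher in ISOGK-treated mice (camera, p = 0.0076, adjusted p = 0.1; exact p = 0.0286). All 37 tested targets had a positive log2 fold change, with a median of 0.84, and the mean of the list was higher in 4 of 4 ISOGK-treated mice than in every vehicle-treated mouse. The 30 targets not shown in Figure 3 gave p = 0.00835, and the 28 outside the *Cyp4a*, *Acot* and *Acaa1* families gave p = 0.0122 (exact p = 0.0286 for each), so reads split between close copies do not account for all of the rise. *Ppara* itself did not change. With the replicate number as a block, the p-value was 0.0587. A candidate explanation is that ISOGK treatment activates PPAR alpha in the liver. It does not pass the adjustment over lists. Food intake cannot be read from the counts; as a mark of fasting, gluconeogenic genes had 9 of 12 higher (p = 0.056, exact p = 0.114), and a difference in feeding may contribute too.

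SREBP2 targets were not higher, as depletion of sterols would make them; 17 of 22 were lower (p = 0.167, exact p = 0.0571). SREBP1c and ChREBP targets not shown in Figure 3 were lower (p = 0.0438, adjusted p = 0.158, exact p = 0.0286, 10 of 14 lower), as were LXR targets (p = 0.0275, adjusted p = 0.152, 10 of 12 lower, with 4 of 4 ISOGK-treated mice below every vehicle-treated mouse). These patterns may reflect lower LXR activity, but neither passes the adjustment over lists, and each list was scored in the same mice. A difference in feeding was not ruled out as their source either.

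The paper reports no significant difference in the liver expression of genes of cholesterol efflux (Figure S5D). In the RNA sequencing counts, 8 of 11 genes of cholesterol efflux and excretion were lower (camera, p = 0.123; exact p = 0.0286), so the list did not rise. At an adjusted p under 0.05, *Abcb11* (log2 fold change -1.07, the only one past both thresholds), *Abcg1* (-0.48) and *Abcg5* (-0.62) were lower and *Abcb4* (0.80) was higher.

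Other hypotheses were tested with negative results. AhR targets (p = 0.233, exact p = 0.286), NRF2 targets (p = 0.692, exact p = 0.0857) and genes of the unfolded protein response (p = 0.801, exact p = 0.429) did not rise detectably. For the last list, ISOGK-treated mice 1 and 4 had means of 5.60 and 6.19, above every vehicle-treated mouse (5.02 to 5.38). ISOGK-treated mice 2 and 3, at 4.95 and 5.31, were not above them. Acute-phase genes did not change detectably as a group (p = 0.688, exact p = 0.6). The mean log2 CPM of the list was 9.79 in ISOGK-treated mouse 4 and 7.48 to 8.26 in the other 7 mice, with *Saa2* at 2733 CPM against 33.5 to 142 CPM. CAR and PXR targets were not induced, since 14 of 18 were lower (p = 0.0362, adjusted p = 0.152, exact p = 0.0286). Their mean was below every vehicle-treated mouse in 4 of 4 ISOGK-treated mice, but the fall does not pass the adjustment over lists. Proteasome genes (p = 0.0699, exact p = 0.0286), ATF4 targets (p = 0.757, exact p = 0.343) and gluconeogenic genes of fasting (p = 0.056, exact p = 0.114) did not pass an unadjusted threshold of 0.05 in camera. Macrophage markers without *Gpnmb*, which prompted the test, were lower without passing it (p = 0.0859, exact p = 0.0571, 10 of 12 lower).

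Clock genes were examined as a mark of the time of sampling. Genes high near the start of the light phase had a median log2 fold change of 1.09 and those high near its end of -1.25, while the larger of the 2 camera p-values was 0.228. The full list of 22 circadian clock genes was lower in ISOGK-treated mice (camera, p = 0.0374, adjusted p = 0.152; exact p = 0.0286). The mean log2 CPM of the genes high near the end was 3.67, 3.61, 4.29 and 3.65 in vehicle-treated mice 1 to 4 and 3.62, 1.97, 2.11 and 2.04 in ISOGK-treated mice 1 to 4. In 3 of the 4 ISOGK-treated mice both lists lay outside the range of the vehicle-treated mice, in opposite directions. The mean of the 22 genes was below every vehicle-treated mouse in 4 of 4 ISOGK-treated mice, at 3.83 in ISOGK-treated mouse 1, 3.32 to 3.41 in the other 3 and 3.88 to 4.12 in vehicle-treated mice. Sampling at another time of day may account for the clock genes, and an effect of ISOGK on the clock cannot be told apart from it. A difference in sampling time may also contribute to others of the 200 differentially expressed genes, for which it was not tested gene by gene. The number of circadian clock genes past both thresholds was 1 with all mice and 10 without ISOGK-treated mouse 1. PPAR alpha targets were higher in 4 of 4 ISOGK-treated mice. ISOGK-treated mouse 1, which lay within the range of vehicle-treated mice on both phase lists, had a mean of 7.38 for these targets, against at most 6.46 in vehicle-treated mice, so its rise came without the shift of both phase lists seen in mice 2 to 4, although its mean of the 22 clock genes was slightly below that of vehicle-treated mice.

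*Msln*, *Upk3b* and *Igfbp6*, chosen after their values were seen, rose by 3.14, 2.70 and 3.05 on the log2 scale. In vehicle-treated mice 1 and 2 they had 1 to 5 counts, in vehicle-treated mice 3 and 4 18 to 33 and in ISOGK-treated mice 32 to 153. Mesothelial markers other than these were all higher (10 of 10, median log2 fold change 1.14) and the mean of the list lay above every vehicle-treated mouse in 4 of 4 ISOGK-treated mice, which goes against detection by chance in a single library. The list did not pass the threshold in camera (p = 0.0709, exact p = 0.0286). A larger share of liver surface in the ISOGK samples may explain these transcripts, as may a change in those cells; the counts do not separate the 2.

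Ribosomal protein and proteasome genes were higher in ISOGK-treated mice, with median log2 fold changes of 0.318 and 0.317. After correction for GC content and transcript length the medians were 0.192 and 0.276, and with library size alone in place of TMM they were 0.177 and 0.183. The mean of the list was above every vehicle-treated mouse in 3 of 4 ISOGK-treated mice for ribosomal protein genes and in 4 of 4 for proteasome genes (exact p = 0.0857 and 0.0286). The scaling and the bias of GC content and length may each account for some of the difference. The larger of the 2 camera p-values was 0.21, so a joint rise of both lists was not shown. Of the 8 splits of the libraries that part every same-numbered pair, 1, the real one, gave a median as large (0.317). The highest of the others gave 0.297, so the real split was hardly set apart.

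Technical explanations for the 200 differentially expressed genes were tested as well. A difference in the time of sampling, described above for the clock genes, was not excluded for the rest of them. All 8 libraries had Y-linked genes, so the groups did not differ in sex. Total counts did not differ (exact permutation test, p = 0.2), while the share of the 50 most abundant genes did (p = 0.0286). After correction for GC content and transcript length 193 genes were called, 179 of them among the 200. Erythroid markers did not pass the threshold as a list (p = 0.375, exact p = 0.143), but 5 of 6 were higher, with a median log2 fold change of 0.655 and an edgeR adjusted p of 0.025 for *Bpgm*. The mean of the list was 4.40, 4.49 and 4.50 in ISOGK-treated mice 1, 2 and 4, 3.28 in ISOGK-treated mouse 3 and 3.34 to 3.86 in vehicle-treated mice, so more blood in some ISOGK samples is not excluded. Most markers of pancreas, fat and skeletal muscle had too few counts for a test of the list (2 of 13, 2 of 8 and 0 of 10 were tested). Of the tested ones, *Cela1* (log2 fold change -0.27, edgeR adjusted p = 0.568), *Cela2a* (0.58, edgeR adjusted p = 0.438) and *Fabp4* (-0.15, edgeR adjusted p = 0.788) did not change detectably, and *Car3* was lower. Pancreas markers that were present but not tested had at most 8 counts in any library. These low counts argue against carry-over of pancreas as a source of the 200 genes. For fat, *Fabp4* had at most 300 counts and *Cfd* at most 13, against 15546 to 24547 for *Car3* in vehicle libraries. Fat is therefore an unlikely source of the fall of *Car3*. Skeletal muscle markers had 22 to 451 counts in vehicle-treated mouse 4, the highest for 10 of 10, and at most 9 counts in any other library.

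The 8 libraries can be split into 4 and 4 in 35 ways, and the real split gave 200 genes past both thresholds while every other split gave at most 1. Of the 8 splits that part every same-numbered pair, as the real split does, 1, the real split, gave as many genes past both thresholds and as many at any fold change; 1 of 8 is the smallest share that those splits allow. A score as large was given by 1 of the 8 splits for fatty acid degradation, 1 for fatty acid metabolism, 3 for sterol biosynthesis and 2 for steroid hormone biosynthesis; over all 35 splits the numbers were 1, 2, 13 and 8. As many differentially expressed genes were given by 1 of the 8 for the cholesterol metabolism list, 1 for the fatty acid metabolism list and 8 for the sterol biosynthesis list, where the number was 0 (12 genes with an unadjusted p under 0.05), so the sterol comparison carries no information. The other 7 of these splits called no gene at all, so the comparisons of the other 2 lists add nothing to that of all genes.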
